# TMED inhibition suppresses cell surface PD-1 expression and overcomes T cell dysfunction

**DOI:** 10.1136/jitc-2024-010145

**Published:** 2024-11-07

**Authors:** David W Vredevoogd, Georgi Apriamashvili, Pierre L Levy, Sanju Sinha, Zowi R Huinen, Nils L Visser, Beaunelle de Bruijn, Julia Boshuizen, Susan E van Hal-van Veen, Maarten A Ligtenberg, Onno B Bleijerveld, Chun-Pu Lin, Judit Díaz-Gómez, Santiago Duro Sánchez, Ettai Markovits, Juan Simon Nieto, Alex van Vliet, Oscar Krijgsman, Gal Markel, Michal J Besser, Maarten Altelaar, Eytan Ruppin, Daniel S Peeper

**Keywords:** Immune checkpoint inhibitor, Immunotherapy, T cell, Adoptive cell therapy - ACT, Tumor infiltrating lymphocyte - TIL

## Abstract

**Background:**

Blockade of the programmed cell death protein 1 (PD-1) immune checkpoint (ICB) is revolutionizing cancer therapy, but little is known about the mechanisms governing its expression on CD8 T cells. Because PD-1 is induced during activation of T cells, we set out to uncover regulators whose inhibition suppresses PD-1 abundance without adversely impacting on T cell activation.

**Methods:**

To identify PD-1 regulators in an unbiased fashion, we performed a whole-genome, fluorescence-activated cell sorting (FACS)-based CRISPR-Cas9 screen in primary murine CD8 T cells. A dual-readout design using the activation marker CD137 allowed us to uncouple genes involved in PD-1 regulation from those governing general T cell activation.

**Results:**

We found that the inactivation of one of several members of the TMED/EMP24/GP25L/p24 family of transport proteins, most prominently TMED10, reduced PD-1 cell surface abundance, thereby augmenting T cell activity. Another client protein was cytotoxic T lymphocyte-associated protein 4 (CTLA-4), which was also suppressed by TMED inactivation. Treatment with TMED inhibitor AGN192403 led to lysosomal degradation of the TMED-PD-1 complex and reduced PD-1 abundance in tumor-infiltrating CD8 T cells (TIL) in mice, thus reversing T cell dysfunction. Clinically corroborating these findings, single-cell RNA analyses revealed a positive correlation between TMED expression in CD8 TIL, and both a T cell dysfunction signature and lack of ICB response. Similarly, patients receiving a TIL product with high TMED expression had a shorter overall survival.

**Conclusion:**

Our results uncover a novel mechanism of PD-1 regulation, and identify a pharmacologically tractable target whose inhibition suppresses PD-1 abundance and T cell dysfunction.

**WHAT IS ALREADY KNOWN ON THIS TOPIC**

- Programmed cell death protein-1 (PD-1) is expressed on activated T cells, governed by transcription factors including NFATc1 and AP-1, which also drive other T cell functions such as cytokine production. Recognizing the link between PD-1 expression and T cell activation, it is unclear whether pharmacologically tractable PD-1 regulators exist whose inhibition does not adversely affect general T cell activation.

**WHAT THIS STUDY ADDS**

- We conducted a dual marker fluorescence-activated cell sorting (FACS)-based genomic CRISPR-Cas9 screen to identify specific regulators of PD-1 abundance on primary CD8 T cells, revealing several TMED family chaperones as top hits. Genetic or pharmacologic inactivation of TMED proteins reversed dysfunction of T cells in culture and in mice. TMED inhibition reduced PD-1 protein levels without impeding general T cell activation.

**HOW THIS STUDY MIGHT AFFECT RESEARCH, PRACTICE OR POLICY**

- The discovery that the TMED family regulates PD-1 cell surface abundance, coupled with its susceptibility to small molecule intervention, provides fundamental insight into the mechanisms controlling a crucial inhibitory receptor in immunotherapy while presenting a potential translational opportunity.

## Introduction

 Immune checkpoint blockade (ICB) therapy has proven to be a transformative treatment option for a variety of cancers.^1^,^5^ By blocking inhibitory receptors, most commonly programmed cell death protein-1 (PD-1), programmed death-ligand 1 (PD-L1) or cytotoxic T-lymphocyte associated protein 4 (CTLA-4), T cell function is improved, thereby enabling these cells to more effectively combat a patient’s tumor.^6^,^9^ Even though the clinical benefit of ICB is unprecedented, the majority of patients fail to respond durably to this treatment, because of several types of resistance.^5 10 11^

Lack of ICB efficacy correlates with the accumulation of a functionally altered repertoire of CD8 T cells in the tumor.^12^,^16^ These dysfunctional, “exhausted” T cells, so termed for their limited cytotoxic activity, are characterized by their high expression of inhibitory receptors, including PD-1, LAG3, TIM3 and CD39.^1217^,^23^ While early T cell dysfunction seems to be reversible,^24^,^26^ through concerted activities of transcriptional regulators TCF1, TOX and the NR4A protein family, this dysfunctional state is eventually epigenetically enforced and irreversible.^27^,^40^ This enforcement of exhaustion is also, at least in part, due to PD-1, because anti-PD-(L)1 therapy reinvigorates the exhausted T cell pool in both tumor and viral models.^8 14 26^ Conversely, PD-1 also protects early dysfunctional T cells from hyperstimulation-induced cell death, thereby limiting the onset of terminal exhaustion.^29 33 41^

PD-1 thus plays a dichotomous role in determining the cytotoxic potential of CD8 T cells: limiting T cell activity directly by inhibiting T cell receptor (TCR)-driven signaling and enforcing T cell exhaustion on the one hand, yet maintaining a polyfunctional, cytotoxic T cell repertoire on the other. Despite this key role of PD-1 in T cell antitumor activity, our understanding of the regulation of its expression is incomplete.

PD-1 is expressed on the surface of activated T cells, following the establishment of a permissive chromatin state.^7 13 30 42^ From this accessible chromatin, PD-1 transcription is initiated by a number of transcription factors, including NFATc1 and AP-1, which simultaneously drive other T cell effector functions, such as cytokine production.^43^,^47^ PD-1 transcription can also be repressed, for example, by PRDM1, but also those repressors influence T cell activation status more broadly.^48^,^52^ PD-1 is regulated also post-transcriptionally, for example, by fucosylation through FUT8, which contributes to its stability.^53^ Importantly, however, inhibition or inactivation of FUT8 not only stabilizes PD-1, but also attenuates TCR signaling.^54^ These mechanistic studies reinforce the notion that PD-1 expression and T cell activation are inextricably linked. This prompted us to uncover new and specific PD-1-regulatory factors, which do not negatively affect general T cell activation and which may be pharmacologically tractable. We therefore conducted a genome-wide genetic screen in primary T cells aiming to find factors that alter PD-1 abundance without negatively affecting T cell activation.

## Results

### Whole-genome dual marker fluorescence-activated cell sorting-based CRISPR-Cas9 screen in primary murine CD8 T cells identifies TMED proteins as critical regulators of PD-1 protein abundance

To identify specific PD-1 regulators, we performed a dual-marker, whole-genome, fluorescence-activated cell sorting (FACS)-based CRISPR-Cas9 knockout (KO) screen in primary murine CD8 T cells. We first crossed mice constitutively expressing Cas9-EGFP^55^ to mice genetically engineered to express a TCR specific to ovalbumin_257–264_ (OVA) in the context of H2-Kb (OT-I TCR).^56^ From these newly established OT-I/Cas9 mice we isolated CD8 T cells with a defined specificity for OVA (online supplemental figure 1a). We confirmed by flow cytometry that activation of these cells with an agonistic CD3 antibody led to the upregulation of both PD-1 and the activation marker CD137. KO of *Pdcd1* (the gene encoding PD-1) resulted in reduced PD-1 abundance, serving as a validation for successful CRISPR-Cas9 perturbation of these primary cells (online supplemental figure 1b–e and online supplemental table 5).^57^ In parallel, we generated a retroviral, whole-genome CRISPR-Cas9 sgRNA library by subcloning the Brie library^58^ into a retroviral backbone. We confirmed by deep sequencing that this library had maintained high complexity and uniformity (online supplemental figure 1f and online supplemental table 1).

To perform the screen, we activated and transduced CD8 T cells with the library in two replicates. After 2 days of puromycin selection to enrich for successfully transduced cells, we harvested a library reference sample to be used for later analyses. After a further 7 days, we harvested a bulk sample, and activated the remaining cells with CD3 antibody. We considered the possibility that this screen could also pick up genes whose inactivation prevents T cell activation altogether. To prevent this, and to identify specific PD-1 regulators that are not required for general T cell activation, we performed FACS to select the subpopulation of cells that were positive for CD137 after 24 hours. This marker (also named 4-1BB) is a member of the tumor necrosis factor receptor (TNFR) family with a co-stimulatory function that is induced in activated T cells.^59^,^61^ We then sorted the 10% of cells expressing the highest and lowest levels of PD-1, respectively. This dual-marker screen design allowed us to disentangle proteins involved in PD-1 regulation from those involved in more general T cell activation. Lastly, we isolated the genomic DNA from the harvested cell populations and identified the sgRNAs they harbored by deep sequencing (figure 1a and online supplemental table 1).

**Figure 1:**
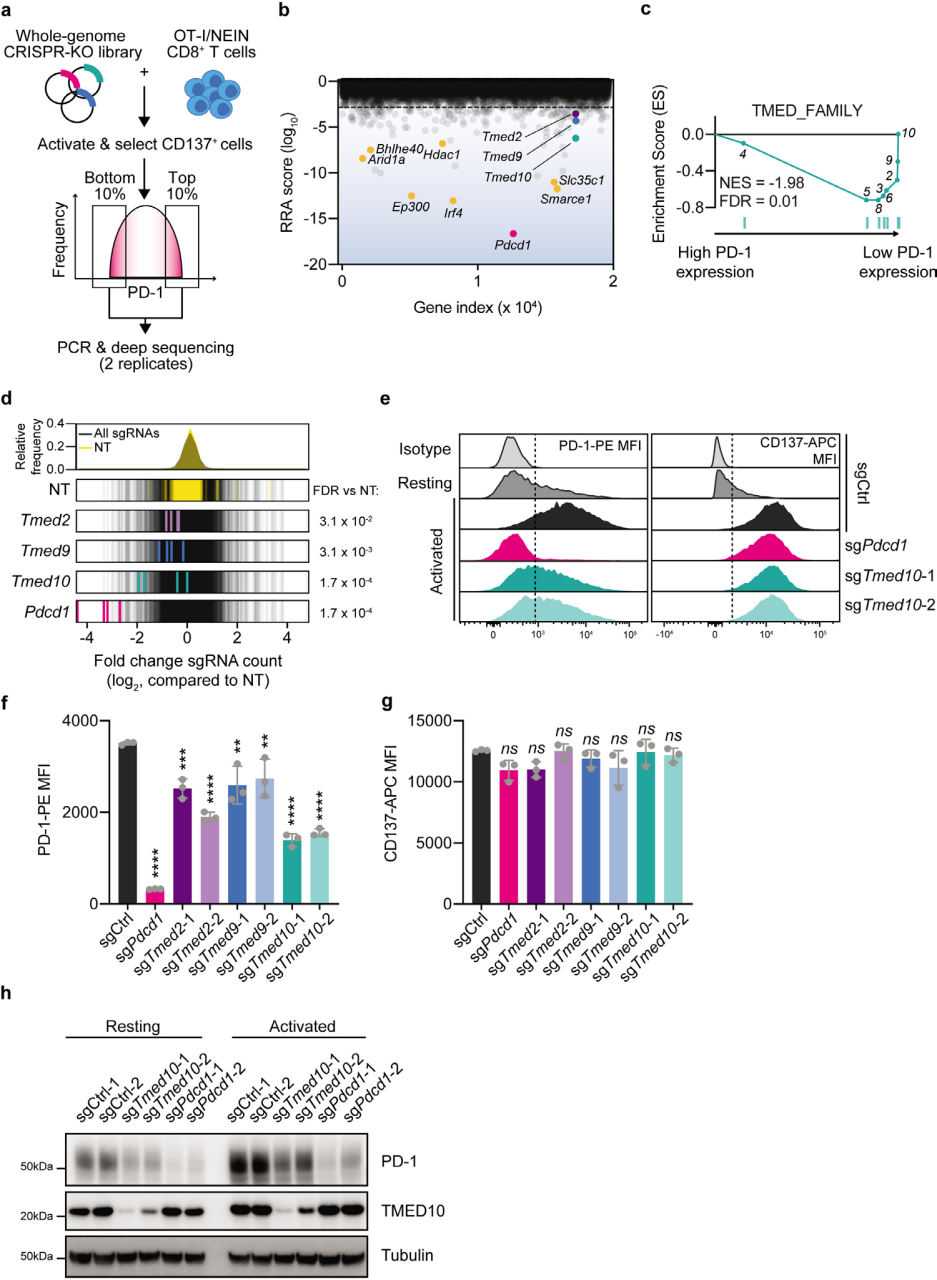
Whole-genome dual marker FACS-based CRISPR-Cas9 screen in primary murine CD8 T cells identifies TMED proteins as regulators of PD-1 abundance. (**a**) Schematic representation of the dual-marker FACS-based CRISPR-Cas9 screen for PD-1 regulators. (**b**) RRA score (log_10_) for each of the genes in the PD-1 regulator screen comparing the PD-1^High^ to the PD-1^Low^ populations. The gene index value refers to the numerical position of a given gene in an alphabetized list of all targeted genes. Statistics were performed by MAGeCK (V0.5.7).^63^ (**c**) Gene set enrichment analysis plot of the TMED_FAMILY gene set, comprising all known TMED protein family members, using the RRA score from (**b**) as a ranking metric. The numbers refer to the position of each individual TMED family member. (**d**) Log_2_-fold change of individual sgRNAs compared with all sgRNAs. Each of the guides targeting a particular gene is highlighted, with its values being normalized to the non-targeting sgRNA distribution. Statistics were performed by MAGeCK (V.0.5.7).^63^ The dotted red line indicates a twofold change. (**e**) Representative flow cytometry histograms for the abundance of PD-1-PE (left) and CD137-APC in OT-I/Cas9 CD8 T cells of the indicated genotypes and activation status. The dotted line indicates the level of the background signal. (**f**) Quantification of the experiment in (**d**) for PD-1-PE MFI of activated cells. Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistics were performed with a one-way analysis of variance, followed by a Dunnett post hoc test, comparing the MFI of each of the populations to that of the non-targeting control sgRNA condition. (**g**) As in (**e**) but for CD137-APC MFI. (**h**) Western blot analysis of PD-1 and TMED10 abundance in OT-I/Cas9 CD8 T cells carrying the indicated sgRNA before or after activation with CD3 antibody for 24 hours. The size markings indicate the size of the closest molecular weight marker. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. FACS, fluorescence activated cell sorting; MFI, mean fluorescence intensity; PD-1, programmed cell death protein-1.

To assess the quality of the screen, we first compared the sgRNA distribution in the two replicates of each sample. We found a strong correlation between replicates in each of the screen arms (online supplemental figure 1g). To confirm successful gene targeting by Cas9, we analyzed the relative depletion of both non-essential and essential genes^62^ in the library reference and bulk samples by MAGeCK analysis.^63^ We found a strong depletion of core essential genes, confirming successful Cas9 targeting and highlighting the quality of the screen (online supplemental figure 1h–j and online supplemental table 1). Next, we compared the PD-1^High^ and PD-1^Low^ populations, again by MAGeCK analysis. As the top hit decreasing abundance of PD-1, we identified sgRNAs targeting *Pdcd1* itself. Aside from this expected hit, we also identified a number of previously characterized PD-1 regulators, including *Irf4* (encoding a major driver of T cell exhaustion),^38^ *Ep300,*^64^ *Smarce1,*^65 66^ *Slc35c1,*^53^ *Arid1a*^65 66^*, Bhlhe40*^67^ and *Hdac1*.^43^ As potential new PD-1 regulators, we identified multiple members of the TMED/EMP24/GP25L/p24 protein family, specifically *Tmed2, Tmed9 and Tmed10*, which have not yet been described in this context, with the family being enriched among hits (figure 1b–d and online supplemental table 1). The TMED proteins, often found in hetero-oligomeric complexes, are involved in the vesicular trafficking of specific proteins between the endoplasmic reticulum and the Golgi apparatus.^68^ The fact that multiple members of the same protein family are identified as hits made us particularly interested in their validation, characterization and clinical relevance.

We validated these hits in an arrayed fashion: we transduced OT-I/Cas9 CD8 T cells with single sgRNAs targeting different members of the TMED protein family, or a non-targeting control. We then activated cells with CD3 antibody overnight and assessed their abundance of PD-1 and CD137 by flow cytometry. This analysis confirmed that the deletion with either of two independent sgRNAs of each of the *Tmed* genes led to a substantially reduced abundance of PD-1, without affecting CD137 abundance (figure 1e–g, online supplemental figure 1k,l, 9 and online supplemental table 5). A particularly strong effect was noted for the KO of *Tmed10*, which resulted in a twofold reduction in PD-1 abundance.

To rule out that the reduced detection of PD-1 by flow cytometry was due to a technical artifact, such as reduced antibody binding by differential glycosylation,^69^ we labeled the cells with a fusion protein comprising the extracellular domain of PD-L1 and a human antibody Fc domain (PD-L1-Fc). This enabled us to quantify the binding of PD-L1 to the T cells by staining with a fluorescent secondary antibody targeting the human Fc domain. Performing this experiment showed us that *Tmed10* KO cells displayed reduced binding of PD-L1 when compared with wild-type (WT) cells, corroborating the flow cytometry data (online supplemental figure 1m). In line with this, by analyzing *Tmed10* KO cells by western blot, we found not only reduced abundance of PD-1, but also confirmed successful functional perturbation of *Tmed10* and *Pdcd1* by Cas9 (figure 1h).

The depletion experiments show that cell surface abundance of PD-1 depends on the presence of TMED10. To examine whether also the converse is true, we ectopically expressed *Tmed10* in OT-I/Cas9 CD8 T cells. Flow cytometry and western blotting revealed that, indeed, this led to the induction of PD-1 (online supplemental figure 1n,o). These results together demonstrate that the deletion of *Tmed10* reduces PD-1 protein abundance in CD8 T cells without negatively affecting their activation.

### *Tmed10* deletion enhances CD8 T cell activation by impairing PD-1 trafficking to the cell surface

Next, we aimed to understand the mechanism by which the identified TMED proteins regulate PD-1 abundance, first assessing whether their deletion alters the messenger RNA (mRNA) levels of the latter. We activated either WT or *Tmed10* KO cells with CD3 antibody for 24 hours, and then analyzed the expression of the *Pdcd1* transcript by quantitative PCR (qPCR). This showed that the KO of none of the tested TMED genes significantly altered *Pdcd1* mRNA levels (online supplemental figure 2a), implying that they regulate PD-1 in a post-transcriptional manner.

As TMED10 in particular is known to regulate the vesicular trafficking and stability of a number of proteins to and in the cell surface,^6870^,^75^ we next investigated whether it regulates PD-1 in this manner. We first wanted to confirm that TMED10 is associated with proteins in the plasma membrane of CD8 T cells. We labeled intact CD8 T cells with an amine-reactive, non-membrane permeable biotinylation reagent, lysed these cells and performed immunoprecipitation (IP) of the biotinylated proteins with streptavidin beads. Western blot analysis of this IP showed that there is a significant fraction of the total pool of TMED10 protein that localizes to the cell surface (online supplemental figure 2b). This result prompted us to consider that TMED10 and PD-1 engage in a physical interaction. By re-analyzing publicly available mass spectrometry data of IPs of OST-tagged PD-1,^76^ we found that in both human and murine T cells, TMED proteins interact with PD-1 (figure 2a, online supplemental figure 2c,d). We confirmed these findings in our own model by performing an IP for PD-1 showing TMED10 co-IP (online supplemental figure 2e). To address the involvement of vesicular transport in TMED10-dependent PD-1 regulation, we treated *Tmed10* WT or KO cells with brefeldin A (BrefA), a vesicular transport inhibitor. In WT cells, BrefA significantly reduced PD-1 abundance at the cell surface, as measured by flow cytometry (figure 2b,c). Conversely, the levels of PD-1 in *Tmed10* KO cells remained as low after treatment with BrefA as in untreated cells (figure 2b,c). Collectively, these data imply that TMED10, and potentially other TMED proteins, function as chaperones for PD-1 and that they promote its vesicular trafficking to the T cell surface.

**Figure 2:**
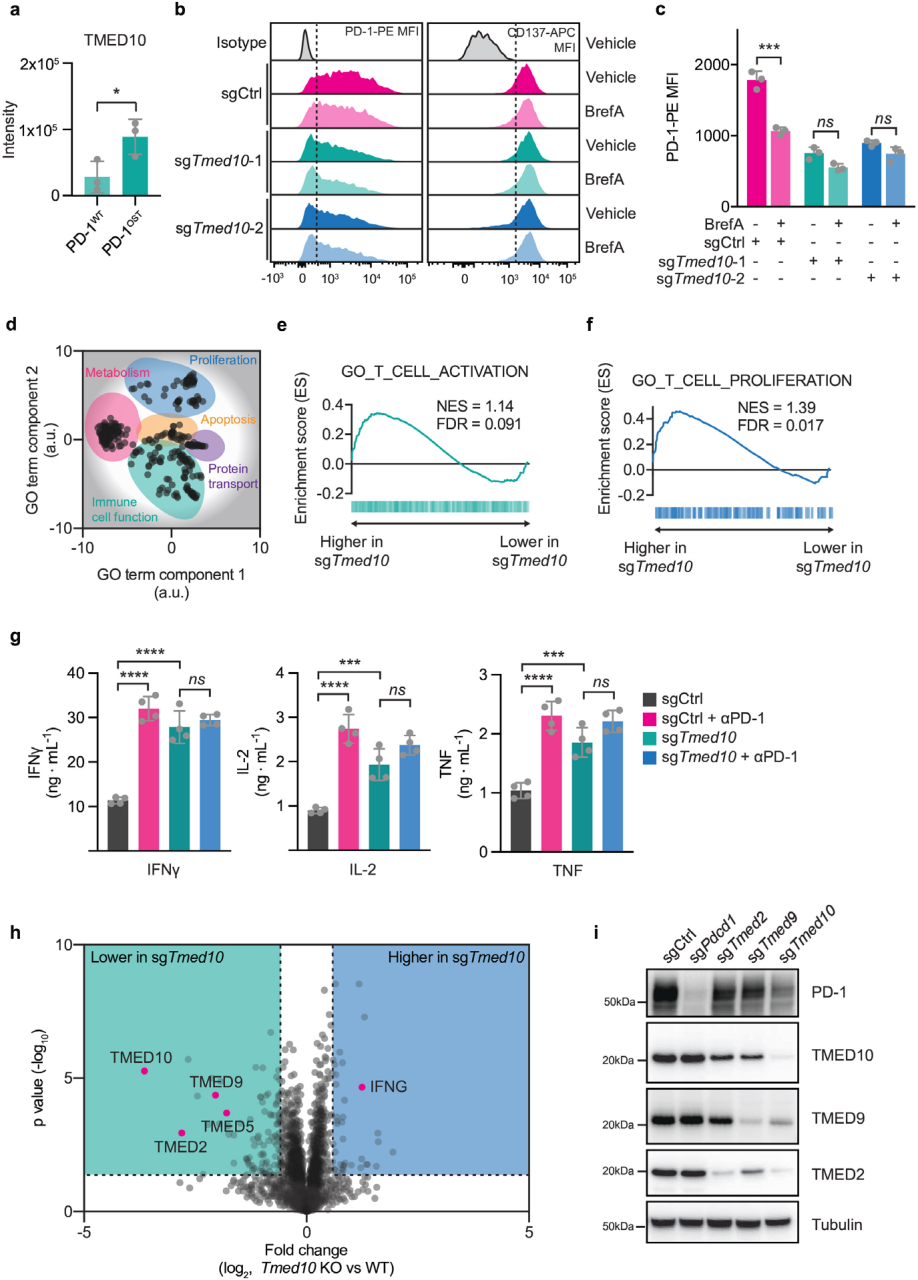
Tmed10 deletion enhances CD8 T cell activation by impairing PD-1 trafficking to the cell surface. (**a**) Quantification of mass spectrometric readout of PD-1^OST^ co-immunoprecipitations^76^ in murine T cells. Each data point indicates the results obtained from a single immunoprecipitation. Error bars denote SD. Statistical analysis was performed with a Student’s t-test. (**b**) Representative flow cytometry histograms for the abundance of PD-1-PE (left) and CD137-APC (right) in OT-I/Cas9 CD8 T cells of the indicated genotypes and treatment. The dotted line indicates the level of the background signal. (**c**) Quantification by flow cytometry of PD-1 abundance on OT-I/Cas9 CD8 T cells carrying the indicated sgRNAs in the presence or absence of brefeldin A (200 ng/mL). Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with a one-way ANOVA, followed by a Tukey post hoc test. (**d**) REVIGO^80^ representation of significant gene ontology terms. a.u., arbitrary units. (**e**) Gene Set Enrichment Analysis plot of the gene set GO_T_CELL_ACTIVATION comparing activated OT-I/Cas9 cells carrying an sgRNA targeting *Tmed10*, or a non-targeting control. (**f**) As in (**d**) but for the gene set GO_T_CELL_PROLIFERATION. (**g**) Cytokine release of IFN-γ (left), IL-2 (middle) and TNF (right) as measured by cytometric bead array of sgCtrl or sg*Tmed10* OT-I/Cas9 CD8 T cells, after co-culture with B16F10-OVA tumor cells in a 1:4 ratio in the presence or absence of PD-1 antibody (10 µg/mL). Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with a one-way ANOVA, followed by a Tukey post hoc test. (**h**) Proteomic differences between OT-I/Cas9 CD8 T cells carrying either an sgRNA targeting *Tmed10* or a non-targeting control sgRNA after activation with CD3 antibody for 24 hours as measured by mass spectrometry. The data is based on three independent spleens for each genotype. Statistical analysis was performed by a Student’s t-test. (i) Western blot analysis of PD-1, TMED10, TMED9 and TMED2 in OT-I/Cas9 CD8 T cells carrying the indicated sgRNA construct after activation with CD3 antibody for 24 hours. The size markings indicate the size of the closest molecular weight marker. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. ANOVA, analysis of variance; FDR, false discovery rate; IFN, interferon; IL, interleukin; NES, normalized enrichment score; PD-1, programmed cell death protein-1; TNF, tumor necrosis factor.

We next asked whether this reduced stability of PD-1 on TMED10 inactivation would result in any functional changes in CD8 T cells. We analyzed resting and anti-CD3-activated WT and *Tmed10* KO cells by RNA sequencing. OT-I CD8 T cells express PD-L1 with which they can inhibit each other in *trans*.^77^,^79^ Our stimulation approach thus allowed us to assess the extent and effects of PD-1-mediated inhibition on T cell activation, without having to mix in a second, PD-L1-expressing cell type such as tumor cells. This monocellular source of RNA enhances analysis fidelity. In general, similar transcriptional signatures were induced in *Tmed10-*proficient and *Tmed10*-deficient cells on activation (online supplemental figure 2f), reinforcing the notion that cells lacking TMED10 can still be successfully activated (figure 1). However, a number of differentially expressed genes were identified between WT and *Tmed10* KO cells on activation (online supplemental figure 2g, online supplemental table 4). Gene Ontology (GO) term enrichment and clustering of the significant terms by semantic similarity^80^ revealed five main clusters separating WT and *Tmed10* KO cells transcriptionally: proliferation, immune cell function, metabolism, apoptosis and protein transport (figure 2d, online supplemental table 2). To understand the directionality of these differences, we performed Gene Set Enrichment Analysis (GSEA) using representative GO terms for each of the clusters. This showed enhanced transcriptional signatures of T cell proliferation and activation in *Tmed10* KO cells, as well as an enhanced signature of fatty acid oxidation, whereas no clear directionality could be found for the apoptotic signature (figure 2e,f and online supplemental figure 2h).

To functionally validate this enhanced activation signature of *Tmed10*-deficient T cells, we performed a co-culture of OT-I/Cas9 T cells with murine melanoma B16F10-OVA cells. To assess the extent of activation, we measured the concentration of released effector cytokines, interferon (IFN)-γ, tumor necrosis factor (TNF) and interleukin (IL)-2, in the culture medium after the engagement of tumor cells by the T cells. Additionally, to determine the involvement of PD-1 in the activation of WT and *Tmed10* KO cells, we treated cells with PD-1 antibody. We found that *Tmed10-*deficient CD8 T cells released more cytokines than their WT counterparts, corroborating our RNA sequencing data (figure 2g). Furthermore, PD-1 blockade significantly increased cytokine release in WT cells (figure 2g). This effect was not observed in *Tmed10* KO cells, implying that the increased activation observed in these cells was due to their reduced abundance of PD-1 (figure 2g). We obtained similar results when we activated sg*Tmed10* cells in monocultures, where PD-L1 expressed on the T cells themselves could likely affect other T cells in trans given their close proximity in these cultures (online supplemental figure 2i–l). Together, these mechanistic experiments indicate that the deletion of *Tmed10* allows for superior CD8 T cell effector function due to reduced levels of cell-surface PD-1. To extend these findings, we performed immunoblot analyses of cells harboring sgCtrl or sg*Tmed10* after short-term TCR triggering by CD3 antibody to assess activation-induced nuclear factor kappa B (NFκB) signaling events in the context of PD-L1. While sg*Tmed10* cells displayed enhanced phospho-NFκB p65 after activation, this was only partially dependent on their differential levels of PD-1, as evidenced by the partial rescue on the addition of anti-PD-1 (online supplemental figure 3a). This may imply that also other proteins affected by the loss of TMED10 could affect the perturbed T cells.

To further dissect and understand the molecular consequences of *Tmed10* deletion in CD8 T cells, we projected putative TMED10 regulation motifs on PD-1.^71^ Both motifs were found to be present and conserved in the amino acid sequence of PD-1 (online supplemental figure 3b,c). To expand on this, we next performed mass spectrometry of perturbed cells on activation with CD3 antibody. This analysis confirmed our findings made with the cytokine release assay, as cells lacking functional TMED10 expressed more IFN-γ (figure 2h). We also found that cells lacking TMED10 had reduced protein levels of several other TMED family proteins, including the hits from the genetic screen TMED2 and TMED9 (figure 2h and online supplemental table 3). This apparent interdependency between TMED proteins is consistent with previous observations, in particular for TMED10 and TMED2.^6881^,^84^ We confirmed and extended this finding by performing western blot analyses of cells lacking TMED2, TMED9 or TMED10. We found that the genetic inactivation of a single *Tmed* gene reduced the protein abundance of the others (figure 2i).

To better understand the role of TMED10 in regulating cell surface proteins, we performed mass spectrometry of isolated cell surface proteins for both sgCtrl and sg*Tmed10* cells (online supplemental table 3). To enrich for proteins directly regulated by TMED10, we selected from the proteins that were differentially abundant between these two conditions those that also carried the putative TMED10 regulation motifs. This analysis enabled us to identify four other proteins potentially regulated by TMED10 directly: CTLA-4, UNC93B1, CXCR4 and IGF2R (online supplemental figure 3d,e). We validated that *Tmed10* KO cells indeed displayed lower levels of CTLA-4 on their cell surface (online supplemental figure 3f).

### AGN192403 reduces PD-1 abundance and enhances CD8 T cell activity by lysosomally degrading PD-1-TMED10 complex

The interdependency between different TMED proteins offered a potential translational avenue, because a small molecule, AGN192403 (also known as BRD4780 and originally described as an I_1_-imidazoline receptor agonist), has been shown to bind to and reduce TMED9 protein levels.^85 86^ We hypothesized that, due to the interdependent nature of TMED protein abundance, AGN192403 could be used to reduce the abundance of multiple TMED proteins in CD8 T cells as a therapeutic strategy to suppress PD-1 abundance.

To test this, we treated CD8 T cells with AGN192403 before or after activation with CD3 antibody and performed western blotting and mass spectrometry. In both analyses, we observed indeed a substantial reduction in the abundance of a number of TMED proteins (figure 3a and online supplemental figure 4a). Correspondingly, PD-1 abundance in activated CD8 T cells was reduced on AGN192403 treatment (figure 3a). With a similar experimental set-up, we also determined PD-1 and CD137 abundance by flow cytometry and found that cells treated with AGN192403 had reduced PD-1 abundance, yet maintained CD137 abundance, mirroring our findings with genetic inactivation of *Tmed10* (figure 3b–d). Furthermore, we obtained similar results using human CD8 T cells (online supplemental figure 4b–e).

**Figure 3:**
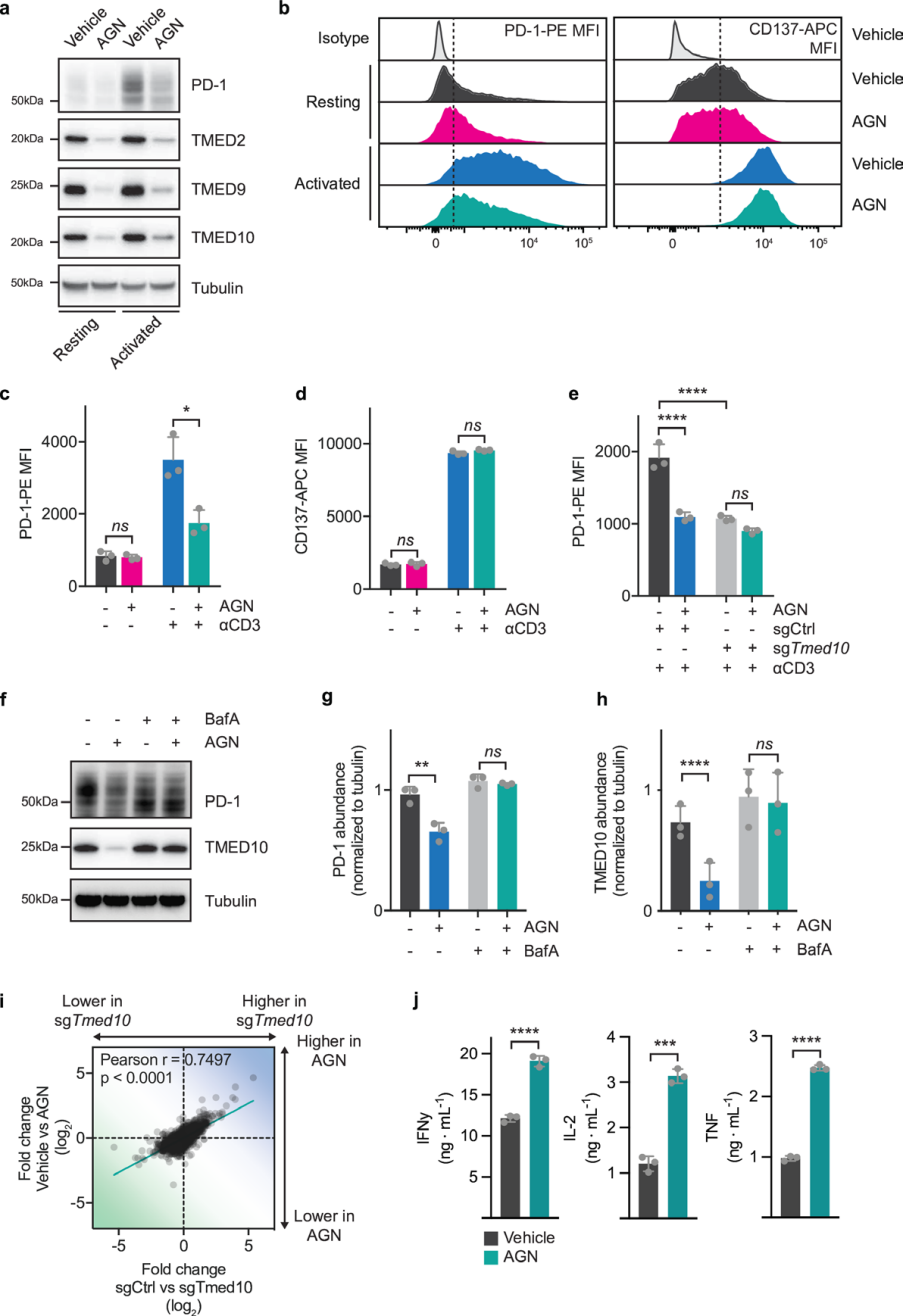
AGN192403 reduces PD-1 abundance and enhances CD8 T cell activity by lysosomally degrading PD-1-TMED10 complex. (**a**) Western blot analysis of PD-1, TMED10, TMED9 and TMED2 in OT-I/Cas9 CD8 T cells before or after activation with CD3 antibody for 24 hours in the presence or absence of AGN192403 (100 µM). The size markings indicate the size of the closest molecular weight marker. (**b**) Representative flow cytometry histograms of PD-1-PE (left) or CD137-APC (right) of resting or anti-CD3-activated OT-I/Cas9 CD8 T cells treated, or not, with AGN192403 (AGN; 100 µM) for 24 hours. (**c**) Quantification of samples in (b) for PD-1-PE abundance. Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with a one-way ANOVA, followed by a Tukey post hoc test. (**d**) As in (**c**) but for CD137-APC abundance. (**e**) Quantification of PD-1-PE abundance by flow cytometry for OT-I/Cas9 CD8 T cells carrying an sgRNA targeting *Tmed10* or a non-targeting control sgRNA after activation with CD3 antibody, in the presence or absence of AGN192403 (AGN; 100 µM). Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with a one-way ANOVA, followed by a Tukey post hoc test. (**f**) Western blot analysis of PD-1 and TMED10 abundance in OT-I/Cas9 CD8 T cells after activation with CD3 antibody for 24 hours in the presence or absence of AGN192403 (AGN; 100 µM) and/or bafilomycin A1 (100 nM). The size markings indicate the size of the closest molecular weight marker. (**g**) Quantification of experiment in (**f**) where PD-1 abundance was normalized to tubulin abundance. Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with an RM one-way ANOVA, pairing the data from independent experiments, followed by a Tukey post hoc test. (**h**) As in (**g**) but for TMED10 abundance. (**i**) Correlation plot of transcriptomic changes between activated OT-I/Cas9 CD8 T cells carrying a non-targeting control sgRNA and an sgRNA targeting *Tmed10* (x-axis) and activated OT-I/Cas9 CD8 T cells treated with vehicle or AGN192403 (AGN; 100 µM; y-axis). Each data point indicates the relative changes in the expression of a single gene. (**j**) Cytokine release of IFN-γ (left), IL-2 (middle) and TNF (right) as measured by cytometric bead array of OT-I/Cas9 CD8 T cells after co-culture with B16F10-OVA tumor cells in a 1:4 ratio, in the presence or absence of AGN192403 (AGN; 100 µM). Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with a Student’s t-test for each cytokine *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. ANOVA, analysis of variance; IFN, interferon; IL, interleukin; MFI, mean fluorescence intensity; mean fluorescence intensity; PD-1, programmed cell death protein-1; RM, repeated measures; TNF, tumor necrosis factor.

Given that AGN192403 is an imidazoline receptor ligand, it was important to determine to what extent TMED10 was required for its effects in CD8 T cells. We performed an epistatic experiment, in which either sgCtrl or sg*Tmed10* CD8 T cells were treated with AGN192403 and analyzed for PD-1 abundance by flow cytometry. Whereas AGN192403 significantly reduced PD-1 levels in WT cells, it failed to further reduce PD-1 levels in *Tmed10* deficient cells, implying that TMED10 is required for the effect of AGN192403 on PD-1 abundance (figure 3e).

We next aimed to understand how AGN192403 treatment results in reduced PD-1 levels. It was shown before that AGN192403 treatment can result in the lysosomal degradation of TMED client proteins.^86^ To determine whether AGN192403 treatment can induce the lysosomal degradation of PD-1 in CD8 T cells, we treated cells during anti-CD3 activation with an inhibitor of lysosomal degradation, bafilomycin A1 (BafA), in the presence or absence of AGN192403 and analyzed PD-1 and TMED10 abundance by western blotting. BafA co-treatment not only rescued the reduction of PD-1 abundance by AGN192403, but also that of TMED10 (figure 3f–i). These mechanistic experiments together imply that AGN192403 treatment results in the TMED10-dependent, lysosomal degradation of PD-1.

We next investigated whether AGN192403 treatment mimics the functional effects that we had observed with the genetic inactivation of *Tmed10*. We performed RNA sequencing of vehicle-treated or AGN192403-treated CD8 T cells before or after CD3 activation. A comparison of the differences showed a good correlation between genetic and pharmacological perturbation (figure 3i, online supplemental table 4). We validated this finding by comparing significantly differentially expressed transcripts between vehicle-treated and AGN192403-treated cells to those found between sgCtrl and sg*Tmed10* cells, all after activation. We found that AGN192403 treatment affected the large majority of the differentially expressed transcripts observed after knocking out *Tmed10* (online supplemental figure 4f). To assess the functional similarity between AGN192403 treatment and *Tmed10* KO, we performed a cytokine release assay after co-culture with B16F10-OVA cells. Similar to what was observed for genetic inactivation of *Tmed10*, AGN192403 treatment caused enhanced cytokine release by CD8 T cells (figures2g  3j). This was also true for monocultures of T cells treated with AGN192403 (online supplemental figure 4g). AGN192403 also reduced CTLA-4 abundance in these cells, mirroring our findings made with the KO of *Tmed10* (online supplemental figure 4h). Collectively, these data show that AGN192403 treatment pharmacologically mimics the effect of *Tmed10* genetic deletion by driving the lysosomal degradation of the PD-1-TMED10 complex, resulting in enhanced T cell activation.

### TMED expression in CD8 T cells positively correlates with T cell dysfunction and lack of immunotherapy response in patients

Having shown that TMED10 is a critical regulator of PD-1 abundance, and with the knowledge that PD-1 can enforce T cell exhaustion,^8 14 26^ we next investigated a possible role for TMED10 in governing T cell dysfunction. We first analyzed WT or *Tmed10* KO cells by flow cytometry to assess their abundance of CD39, a hallmark surface receptor for T cell dysfunction.^21 22^ Both before and after CD3 activation, CD39 abundance was significantly lower on CD8 T cells lacking functional TMED10 (figure 4a,b and online supplemental figure 5a–c). This finding, together with the observations that *Tmed10* KO cells have increased effector function (figure 2), suggests a role for TMED proteins in regulating T cell dysfunction.

**Figure 4:**
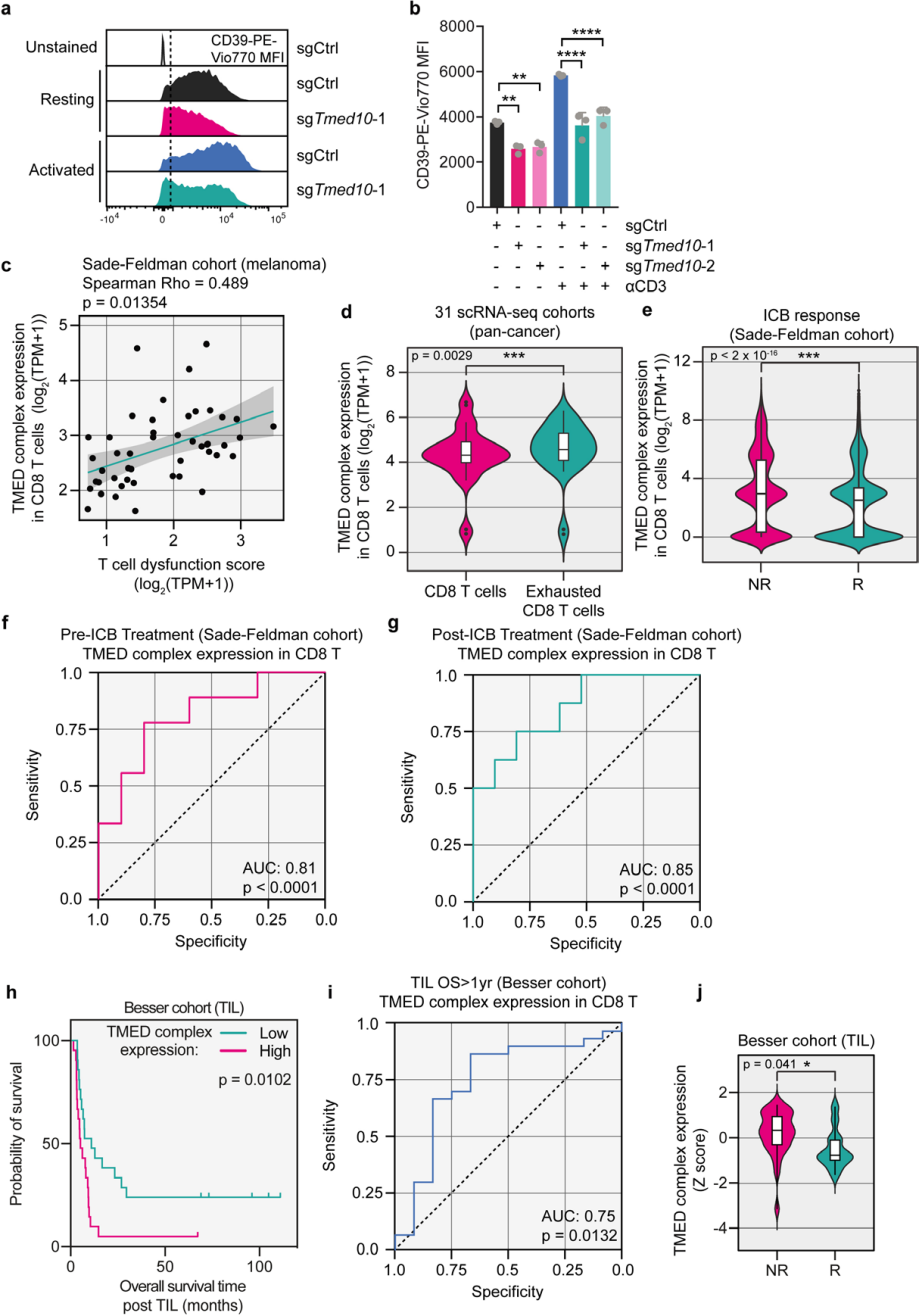
TMED expression in CD8 T cells positively correlates with T cell dysfunction and lack of immunotherapy response in patients. (**a**) Representative flow cytometry histograms of CD39-PE-Vio770 MFI of resting or anti-CD3-activated OT-I/Cas9 CD8 T cells carrying either an sgRNA targeting *Tmed10* or a non-targeting control sgRNA. (**b**) Quantification of samples in (**a**) for CD39-PE-Vio770 abundance. Each data point indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with a one-way analysis of variance, followed by a Tukey post hoc test. (**c**) Correlation plot of TMED complex expression and T cell dysfunction signature expression in CD8 T cells in melanomas from patients.^12^ Each data point indicates mean expression across all CD8 T cells in an individual patient. The best fit line is shown with the shaded region denoting the 95% CI. (**d**) TMED complex expression in exhausted CD8 T cells and other CD8 T cells in 31 single-cell RNA sequencing datasets. Each data point indicates the mean expression of the TMED complex across all exhausted CD8 T cells or all CD8 T cells in each dataset. In the boxplots, the center line, box edges and whiskers denote the median, IQR and the rest of the distribution respectively, with outliers being shown separately. Statistical testing was performed by the Wilcoxon rank-sum test. (**e**) TMED complex expression in CD8 T cells of responders (R) and non-responders (NR) to ICB, respectively.^12^ Each data point indicates expression of the TMED complex in single CD8 T cells. In the boxplots, the center line, box edges and whiskers denote the median, IQR and the rest of the distribution, respectively, with outliers being shown separately. Statistical testing was performed by the Wilcoxon rank-sum test. (**f**) ROC curve analysis of patients from the Sade-Feldman cohort who had their tumor biopsied before the start of ICB treatment, using TMED complex expression to distinguish R from NR patients. (**g**) As in (**f**) but for patients whose biopsy was taken after the onset of therapy. (**h**) Kaplan-Meier survival curve of patients who received TIL therapy with a TIL product with high (50% highest expressors) or low (50% lowest expressors) expression of the TMED complex. Statistical testing was performed by log-rank test. (**i**) ROC curve analysis of patients from the TIL cohort, using TMED complex expression in the TIL product to distinguish patients who failed to survive for more than 1 year from those who did. (**j**) TMED complex expression in patients who survived for more than 1 year after TIL infusion (R) and those who did not (NR). In the box plots, the center line, box edges and whiskers denote the median, IQR and the rest of the distribution, respectively, with outliers being shown separately. Statistical testing was performed by Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. ICB, immune checkpoint blockade; MFI, mean fluorescence intensity; ROC, receiver-operating characteristic; TIL, tumor-infiltrating lymphocytes; AUC, area under the ROC curve.

To expand on this assertion, we investigated the role of TMED proteins in patient tumors. We chose to look at several TMED genes rather than TMED10 only, since (1) we show that three TMED family genes (2, 9, 10) scored as significant hits in the genetic screen (figure 1b); (2) we validated that all three multiple TMED proteins regulate PD-1 abundance (figure 1f,h); (3) we show that expression of TMED proteins is dependent on one another (figure 2h,i); and (4) because of the intrinsic challenge of analyzing single genes in single-cell RNA (scRNA) sequencing data, studying gene sets reduces noise. We refer to the combination of TMED2, 9 and 10 as TMED complex. To query the role of the TMED complex in CD8 T cells, we made use of scRNA sequencing data of tumor-infiltrating lymphocytes (TIL) of a cohort of patients with melanoma treated with ICB.^12^ Using these data, we found a significant positive correlation between the expression of the TMED complex in CD8 T cells and a T cell dysfunction signature (figure 4c; online supplemental table 4).^12^ We expanded this analysis to 31 publicly available scRNA sequencing cohorts across multiple cancer indications. Consistent with the correlation above, we found that TMED complex expression was higher in exhausted CD8 T cells than in conventional CD8 T cells (figure 4d; online supplemental table 4).

Given this correlation between TMED complex expression and T cell dysfunction, we next asked whether TMED has any predictive power for immunotherapy outcome. We again analyzed the melanoma ICB cohort^12^ and found that in patients who failed to respond to their therapy, TMED complex expression in CD8 T cells was significantly higher than in those who did respond, irrespective of the time of biopsy and type of ICB (figure 4e and online supplemental figure 5d). No matching protein level information on PD-1 and/or TMED complex was available, precluding analysis of direct relationships in these datasets. Extending these observations, receiver-operating characteristic (ROC) analysis revealed that TMED complex expression in CD8 T cells accurately discriminated responding from non-responding patients, irrespective of whether the analyzed biopsy was taken before or after therapy onset (figure 4f,g). We found similar results in an independent dataset^18^ (online supplemental figure 5e,f).

To further clinically corroborate the relevance of TMED complex expression in immunotherapy, we continued by analyzing a cohort of patients who underwent TIL therapy. Before the expanded TIL product was infused into the patient, a sample was taken for RNA sequencing. As TIL products comprise mostly T cells,^87^ this allowed us to assess the T cell-intrinsic expression of the TMED complex (online supplemental table 4). These data, together with the knowledge of the response to TIL therapy in these patients, allow us to correlate TMED expression to the clinical outcome of this type of immunotherapy, thus complementing our scRNA sequencing data of CD8 T cells. We found this metric to have prognostic power, because patients who received a TIL product with high expression of the TMED complex had a shorter overall survival than those who had received a TIL product with low TMED complex expression (figure 4h). By ROC analysis, we also found that TMED complex expression in the TIL infusion product could accurately identify patients who survive more than 1 year after receiving TIL therapy (figure 4i). Additionally, the TIL infusion products of patients who responded to their treatment had lower expression of the TMED complex than the TIL products of patients who did not (figure 4j). Together, these clinical data support our results in cultured T cells and highlight a potential role for TMED proteins in regulating human T cell dysfunction in patients, thereby influencing clinical responses to two different types of immunotherapies.

### AGN192403 overcomes dysfunction in tumor-infiltrating CD8 T cells

Given this positive correlation between TMED complex expression and T cell dysfunction in patient tumors, we next examined whether CD8 T cells lacking TMED10 were more efficacious in combating tumors than their WT counterparts. For this, we performed adoptive cell transfer with either sgCtrl or sg*Tmed10* CD8 T cells in *Rag2*^−/−^ mice carrying B16F10-OVA tumors (figure 5a). Seven days after adoptive cell transfer (ACT), we analyzed the spleens and tumors of sentinel animals by flow cytometry. As in our in vitro experiments, CD8 T cells carrying sg*Tmed10* displayed significantly less PD-1 on their cell surface, while CD137 levels remained unchanged (figure 5b, online supplemental figure 6a). We also determined the impact of perturbation of *Tmed10* on T cell dysfunction in vivo, by measuring the fraction of CD8^+^CD39^+^PD-1^+^ cells.^21 22^ Fewer double positive cells were present in the cells lacking functional TMED10, implying a more fit T cell repertoire (online supplemental figure 6b). However, and importantly, when we quantified the number of CD8 T cells present in the spleen and tumor, we observed much fewer *Tmed10* KO T cells had infiltrated into tumors than WT T cells (figure 5c).

**Figure 5:**
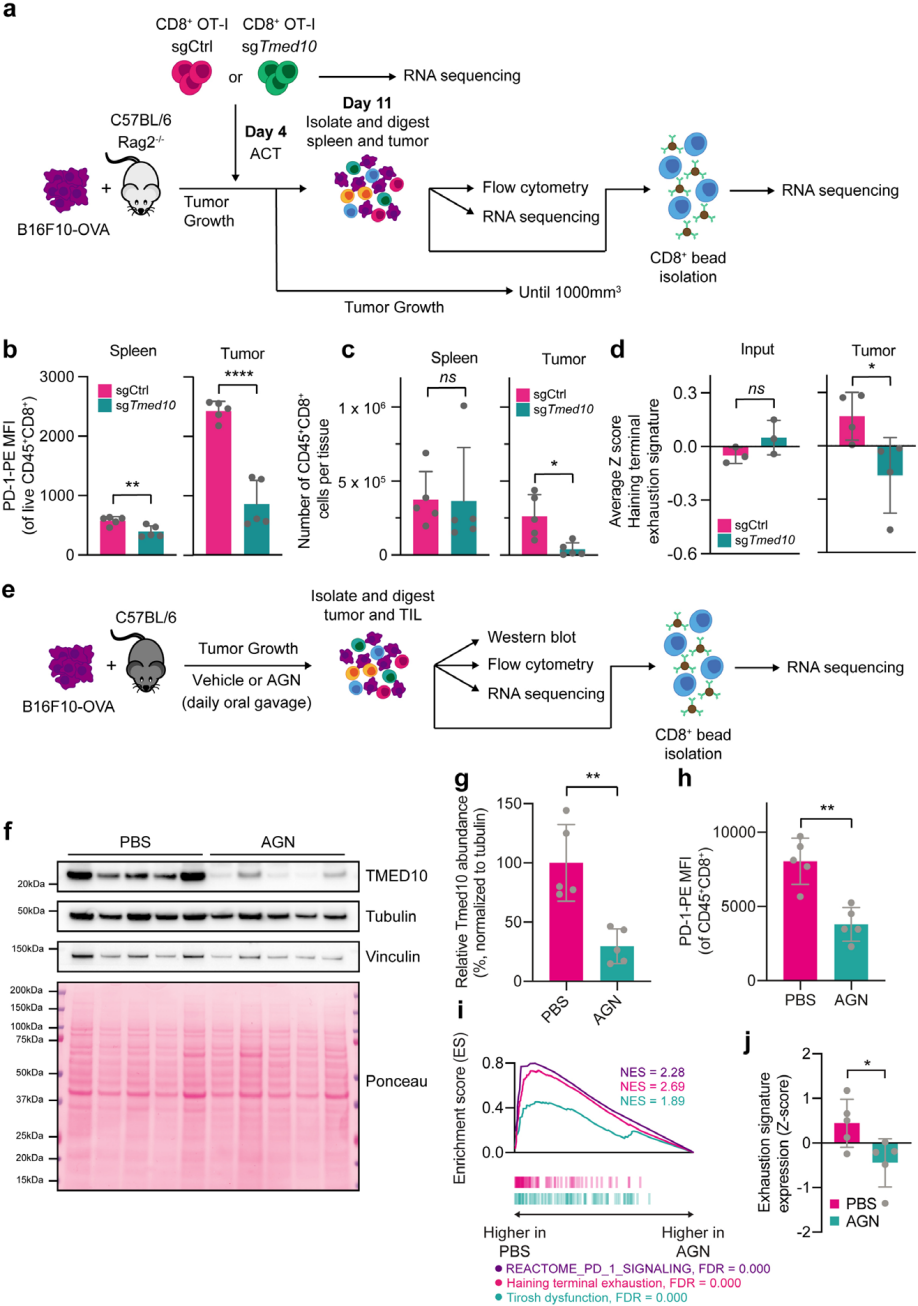
AGN192403 overcomes dysfunction in tumor-infiltrating CD8 T cells. (**a**) Schematic representation of ACT experiment and downstream analyses. (**b**) Quantification of PD-1-PE abundance by flow cytometry of tumor-infiltrating CD8 T cells, identified as live, CD45^+^CD8^+^, from spleens and tumors from mice that received ACT with sgCtrl or sg*Tmed10* CD8 T cells. Each data point indicates data obtained with an independent tumor. Error bars denote SD. Statistical analysis was performed with a Student’s t-test for each tissue. (**c**) Flow cytometry-based quantification of live CD45^+^CD8^+^ cells in spleens and tumors from mice in b. Each data point indicates data obtained with an independent tumor. Error bars denote SD. Statistical analysis was performed with a Student’s t-test. (**d**) The average Z-score expression of the terminal exhaustion signature of the mice in b. Each data point indicates the average signature expression in the CD8^+^ TIL population of an individual mouse. Error bars denote SD. Statistical analysis was performed with a Student’s t-test for each tissue. (**e**) Schematic representation of animal experiment and downstream analyses. (**f**) Western blot analysis of PD-1 and TMED10 in individual tumors treated with PBS or AGN192403 (AGN; 125 mg/kg). The size markings indicate the size of the closest molecular weight marker. (**g**) Quantification of relative TMED10 abundance of the samples in f. Each data point indicates data obtained with an independent tumor, normalized to tubulin abundance. Error bars denote SD. Statistical analysis was performed with a Student’s t-test. (**h**) Quantification of PD-1-PE abundance by flow cytometry of tumor-infiltrating CD8 T cells, identified as live, CD45^+^CD8^+^, from tumors from mice treated with PBS or AGN192403 (AGN; 125 mg/kg). Each data point indicates data obtained with an independent tumor. Error bars denote SD. Statistical analysis was performed with a Student’s t-test. (**i**) Gene Set Enrichment Analysis plots of the gene sets REACTOME_PD_1_SIGNALING, Haining terminal exhaustion and Tirosh dysfunction,^13 20^ comparing CD8^+^ TIL from animals treated with PBS to those from animals treated with AGN192403 (AGN; 125 mg/kg). (**j**)^13 20^ The average Z-score expression of the terminal exhaustion signature. Each data point indicates the average signature expression in the CD8^+^ TIL population of an individual mouse. Error bars denote SD. Statistical analysis was performed with a Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. ACT, adoptive cell transfer; MFI, mean fluorescence intensity; PBS, phosphate-buffered saline; PD-1, programmed cell death protein-1; OVA, ovalbumin; TIL, tumor-infiltrating lymphocytes.

As the general fitness of the cells harboring sg*Tmed10* did not markedly differ from their WT counterparts, as evidenced by the similar number of cells present in the spleen, we hypothesized that this defect may stem instead from impaired homing to, or retention within, the tumor tissue. To test this hypothesis, we performed RNA sequencing of the whole tumors in the sentinel animals. Additionally, we purified CD8^+^ cells from these tumors and analyzed these by RNA sequencing also, with T cells that were harvested before ACT serving as controls (figure 5a, online supplemental table 4). 

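*Tmed10*, the gene that the guide targets, encodes a cargo receptor of vesicles that move between the endoplasmic reticulum and the Golgi (ENSMUSG00000021248, chromosome 12, 85340614 to 85374847, GRCm38). In T cells harvested before ACT (pre-inject), its level was 202, 202 and 201 CPM in the 3 sgCtrl libraries and 99.2, 99.4 and 107 CPM in the 3 sg*Tmed10* libraries. The edgeR log2 fold change was −0.99 (standard error 0.0461, adjusted p = 1.44e-07). In whole tumor digests, *Tmed10* lay at 248, 233, 254 and 248 CPM in sgCtrl and at 244, 319.8, 255 and 248 CPM in the libraries labelled sg*Tmed10* (log2 fold change 0.14, standard error 0.138, edgeR adjusted p = 0.848). In the CD8-enriched fractions it lay at 158, 162, 150.3 and 143 CPM in sgCtrl and at 210.1, 1.35, 247 and 317 CPM in the libraries labelled sg*Tmed10* (log2 fold change 0.25, standard error 1.07, edgeR adjusted p = 1.00). The mean of T cell lineage genes, such as *Cd3d*, *Cd8b1* and *Lck*, rose with bead isolation in 7 of 8 mice, though not each gene of the list did. The mean log2(CPM + 1) of this list of 19 genes was 1.87 ± 1.35 higher in the CD8-enriched fraction than in the digest of the same mouse (mean ± SD, exact two-sided sign-flip p = 0.0156).

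The deposited counts cover 22 libraries: 3 per guide before ACT, 4 digests per guide and 4 CD8-enriched fractions per guide. Mice received OT-I/Cas9 T cells on day 4 after tumor cell injection, and tumors were taken 7 days later. The authors made stranded poly(A) libraries, aligned reads with STAR to GRCm38 and tested genes with DESeq2. Here, each fraction was fitted by itself with edgeR after TMM scaling, on genes with 10 or more counts in sum, and p was adjusted by the Benjamini-Hochberg method over those genes. All tests are two-sided, and a gene counts as changed at an adjusted p under 0.05. The paper does not state whether the pre-inject libraries come from separate spleens, so p-values there measure the spread between samples. In the CD8-enriched library of sg*Tmed10* mouse 2, 5422 genes have counts, against 19257 to 20224 in sgCtrl. In that library 54.1% of the 3453 genes with at least 20 CPM in each of the 7 others lie under 1 CPM. The library of sg*Tmed10* mouse 3 detects 13720 genes. *Sparc*, a matrix gene of stromal cells, lies at 2083, 684.8, 1579 and 10130 CPM in the CD8-enriched sg*Tmed10* libraries, against 96.2 to 240 CPM in sgCtrl, and the T cell lineage mean of mouse 4 is 2.47. The 18S ribosomal RNA gene takes 3.59% to 21.3% of counts in the CD8-enriched libraries and 0.187% to 0.670% in the other fractions.

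**Figure D1:**
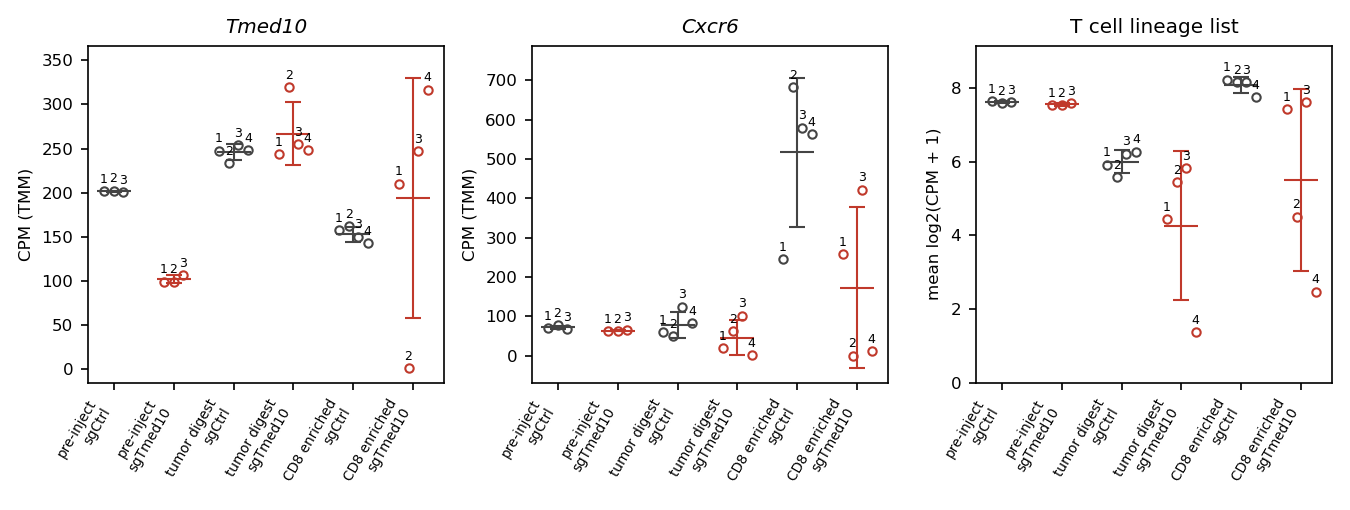
Level of *Tmed10* and *Cxcr6* (CPM after TMM scaling) and mean log2(CPM + 1) of the 19 T cell lineage genes, per library, for sgCtrl (grey) and sg*Tmed10* (red) in the pre-inject, tumor digest and CD8-enriched fractions. Numbers are replicates and bars are mean ± SD; *Tmed10* averages 201.6 against 101.8 CPM before ACT, and the T cell lineage mean is 1.37 in the digest of sg*Tmed10* mouse 4.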

The analysis of the whole tumor digest confirmed the observed relatively low abundance of *Tmed10* KO CD8 T cells from the tumor microenvironment (TME; online supplemental figure 6c).

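T cell genes were lower in digests from mice that received sg*Tmed10* cells, without overlap between the groups for several of them. *Cd8a*, the CD8 coreceptor chain, averaged 51.8 CPM against 167.5 CPM in sgCtrl, a difference of −2.55 in log2(CPM + 1). *Cd3e*, a chain of the T cell receptor complex, differed by −2.29, and *Pdcd1*, which encodes PD-1, by −2.54. *Tnfrsf9*, which encodes the activation marker CD137, differed by −1.41. For each of these genes all 4 sg*Tmed10* digests lay below all 4 sgCtrl digests, which gives an exact permutation p of 0.0286, the smallest that 4 against 4 can give, and 0.100 after adjustment over the 14 genes tested this way. The digest of sg*Tmed10* mouse 4, which carries much of this, also stands apart in other ways. It has 5.82% mitochondrial counts (1.63% to 2.39% in the other digests) and 140.7 CPM of the leukocyte gene *Ptprc* (586 to 1674). Without it, a choice made after seeing the data, the differences were −1.27 (*Cd8a*), −1.01 (*Cd3e*), −1.20 (*Pdcd1*) and −0.87 (*Tnfrsf9*), with an exact permutation p of 0.0286 for *Cd8a* and *Pdcd1* and 0.0571 for the other two. The digest of mouse 1, which stays in, is also low in *Ptprc*, at 586 CPM (993.7 to 1674 in sgCtrl). Its macrophage and monocyte mean is 7.77 (8.42 to 9.01 in sgCtrl), while mice 2 and 3 do not lie below these ranges. The remaining differences are thus not tied to T cells alone. In edgeR none of these T cell genes changed, with log2 fold changes of −1.68 (*Cd8a*, standard error 0.900, adjusted p = 0.814), −1.36 (*Cd3e*, 0.883, 0.825), −1.60 (*Pdcd1*, 0.899, 0.814) and −1.16 (*Tnfrsf9*, 0.445, 0.792).

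The T cell lineage mean per digest was 5.92, 5.59, 6.22 and 6.28 for sgCtrl and 4.44, 5.44, 5.82 and 1.37 for sg*Tmed10*, a difference of −1.74 (exact permutation p = 0.0571). Without mouse 4 of sg*Tmed10* the difference was −0.76 (exact permutation p = 0.0857), and without mouse 3 it was −2.26 (exact permutation p = 0.0286). All 19 list genes were lower, 0 passed by themselves or adjusted over the list alone, and camera gave an adjusted p of 1.88e-08, against an adjusted p = 0.580 with an estimated correlation. Cytotoxic effector genes such as *Prf1* and *Gzma* were also all lower (0 of 18 passed, 0 adjusted over the list alone, camera adjusted p = 5.02e-12, adjusted p = 0.580 with an estimated correlation).

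Of 9 cell type lists, 0 passed after adjustment over the lists. The smallest p that 4 against 4 can give is 0.0286, so a single changed list could not have passed. The mean of 10 NK cell genes such as *Ncr1* had a difference of −1.13 (exact permutation p = 0.0286, adjusted over the lists 0.171), and −0.70 without mouse 4 (exact permutation p = 0.0286), again chosen after seeing the data. That of 10 dendritic cell genes such as *Clec9a* was −0.73 (exact permutation p = 0.0571), and −0.34 without mouse 4 (exact permutation p = 0.0571). Macrophage and monocyte genes had a difference of −0.58 (exact permutation p = 0.514), and 0.04 without mouse 4 (exact permutation p = 0.914). Fibroblast and endothelial genes such as *Cdh5* had a difference of 0.71 (exact permutation p = 0.143). Means of melanocyte genes were 8.44, 3.98, 3.97 and 8.53 in the sg*Tmed10* digests and 6.42, 7.57, 7.36 and 6.31 in sgCtrl (exact permutation p = 0.543). Across 19036 genes edgeR called 0 changed and DESeq2 37 (27 up, 10 down), with 1192 genes at an unadjusted edgeR p under 0.05.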

To assess potential defects in migration, we measured the chemokines expressed in the B16F10-OVA tumors (online supplemental figure 6d). 

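Of 36 mouse chemokine genes, 30 were expressed in the digests, at a mean of 1 CPM or more over 8 tumors. The highest were *Cxcl9* (695 ± 223 CPM, mean ± SD), *Cxcl2* (643 ± 313), *Cxcl10* (628 ± 271), *Ccl6* (489 ± 172) and *Ccl5* (331 ± 163). *Cxcl9* and *Cxcl10* encode ligands of CXCR3 that interferon-gamma induces, and *Cxcl2* encodes an attractant of neutrophils. *Cxcl16* (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984, GRCm38), which encodes the ligand of CXCR6, averaged 202.5 ± 81.3 CPM. Its mean was 222 ± 24.3 CPM in tumors with sgCtrl T cells and 182 ± 117 CPM in those with sg*Tmed10* T cells (log2 fold change −0.27, standard error 0.496, edgeR adjusted p = 0.906). T cells before ACT held under 1 CPM of it, at 0.0401 CPM in sgCtrl and 0.0657 CPM in sg*Tmed10*. *Ccl2*, *Cxcl1* and *Ccl8* averaged 251, 227 and 207 CPM. The chemokines under 1 CPM were *Ccl27a*, *Ppbp*, *Ccl19*, *Ccl28*, *Ccl20* and *Ccl21a*, of which *Ccl19* and *Ccl21a* encode the ligands of CCR7. Of the 34 chemokine genes with enough counts, 0 differed between the guides by edgeR, and 0 did adjusted over the expressed chemokines alone. The lowest edgeR adjusted p, 0.792, belonged to *Xcl1*, a ligand that T and NK cells make, and *Cx3cl1*. A floor of 0.5 CPM gives 32 expressed genes and a floor of 5 CPM gives 24.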

For those chemokines expressed, we then queried whether receptors for these chemokines were differentially expressed in sgCtrl and sg*Tmed10* CD8 T cells using our CD8 T cell-enriched RNA sequencing. 

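The expressed chemokines have 12 receptors with a mean of 1 CPM or more in the CD8-enriched fractions. *Ccr7* is not among them because its listed ligands lay under 1 CPM in the digests. It averaged 1349 CPM in the sgCtrl CD8-enriched libraries and 1128 CPM in those labelled sg*Tmed10*. Beside *Cxcr6*, receptors with high sgCtrl levels include *Ccr2* (112 ± 12.6 CPM, mean ± SD) and *Cxcr3* (78.6 ± 20.5). Libraries labelled sg*Tmed10* averaged 51.6 ± 54.0 CPM for *Ccr2*, a receptor of CCL2, and 58.1 ± 67.2 for *Cxcr3*, the receptor of CXCL9 and CXCL10. *Ccr1*, which myeloid cells express, averaged 204.5 ± 324 CPM against 32.8 ± 26.1 in sgCtrl. Among the others, *Ccr8*, *Ccr9*, *Cxcr4*, *Cxcr5*, *Cx3cr1*, *Xcr1* and *Ackr3* lay under 25 CPM in the mean of either guide.

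By edgeR 0 of the 12 receptors changed, 0 did adjusted over the 12 alone, and 0 had an unadjusted p under 0.05. DESeq2 gave 0 as well. The lowest edgeR adjusted p over the 12 alone was 0.463, shared by *Ccr1*, *Cxcr5*, *Cx3cr1*, *Xcr1* and *Ackr3*. When libraries were scaled on the T cell lineage genes, *Ccr1* and *Ackr3*, a scavenger of CXCL12, passed as higher in sg*Tmed10*. Such scaling by construction raises genes of other cells where T cell RNA is low. The T cell lineage mean was 8.23, 8.17, 8.16 and 7.76 in sgCtrl and 7.42, 4.51, 7.63 and 2.47 in sg*Tmed10*, a difference of −2.57 (exact permutation p = 0.0286, adjusted over 9 cell type lists 0.0857). Without mice 2 and 4, a choice made after seeing the data, it was −0.61 (exact permutation p = 0.0667, the smallest possible there). The library of mouse 3, which stays in, is itself unusual, with 13720 genes detected and 6.88% mitochondrial counts (1.90% to 2.59% in sgCtrl). Neutrophil genes such as *S100a8* had a mean difference of 0.43 and dendritic cell genes such as *Xcr1* one of −1.11, each with an exact permutation p of 0.0286 (adjusted over the lists 0.0857). Leaving out mouse 2, mouse 4 or both, choices made after seeing the data, gave dendritic differences of −0.70, −1.25 and −0.66. The neutrophil differences were 0.42, 0.50 and 0.54. Each had the smallest exact permutation p possible there (0.0286, 0.0286 and 0.0667). Fibroblast and endothelial genes moved most among other cells, by 1.56 (exact permutation p = 0.343). Chosen after seeing the data, that difference was 2.66 without mouse 2 (exact permutation p = 0.0286), 0.53 without mouse 4 (0.629) and 1.72 without both (0.0667, the smallest possible there). In data simulated on these libraries, edgeR recovered 0 of 100 genes raised or lowered 4-fold and DESeq2 recovered 3 of 100. Over 21318 genes edgeR called 0 changed, with 1819 at an unadjusted p under 0.05, and DESeq2 called 10 (9 up, 1 down).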

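*Cxcr6* (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760, GRCm38) encodes a chemokine receptor of effector and tissue-resident T cells. Its level per CD8-enriched library was 245, 684, 579.6 and 562 CPM for sgCtrl and 258, 0, 422 and 10.8 CPM for the libraries labelled sg*Tmed10*, or 518 ± 189.6 against 173 ± 204 CPM (mean ± SD). The edgeR log2 fold change was −1.69 (standard error 1.37, adjusted p = 0.925, 0.473 adjusted over the receptors alone). An exact permutation test on log2(CPM + 1) gave p = 0.0857. In sgCtrl mice, *Cxcr6* rose from T cells before ACT to the CD8-enriched fraction by 3.18 log2 units (standard error 0.338, edgeR adjusted p = 1.10e-04). Those libraries also differ in 18S ribosomal RNA (5.86% to 21.3% of counts against 0.261% to 0.324% before ACT) and in RNA of other cells (macrophage and monocyte means of 6.39 to 7.16 against 1.22 to 1.24), which this comparison does not separate from a change of the T cells. *Cd3e*, a T cell gene, lay at 269.7, 237, 223 and 179 CPM in the sgCtrl fractions and at 134, 0.468, 104 and 2.02 CPM in sg*Tmed10* (log2 fold change −2.01, standard error 1.29, edgeR adjusted p = 0.776). The libraries with 0 and 10.8 CPM of *Cxcr6* are those of mice 2 and 4, the same ones in which *Cd3e* is at 0.468 and 2.02 CPM. They differ in kind: the library of mouse 2 holds 1703 CPM of *Cd8a* and 958.6 CPM of *Pdcd1* and lacks counts for most genes, while that of mouse 4 holds 12.3 and 15.8 CPM. Leaving both out, a choice made after seeing the data, gave a *Cxcr6* log2 fold change of −0.66 (edgeR adjusted p = 0.587). Leaving out single libraries gave −2.54 (without sg*Tmed10* 3) to −1.19 (without sg*Tmed10* 4). The guide effect on *Cxcr6* in the CD8-enriched fraction minus that before ACT was −1.47 (standard error 1.90, edgeR adjusted p = 1.00).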

The only chemokine receptor that was differentially expressed in this analysis was *Cxcr6* (online supplemental figure 6e). This protein acts as a receptor for CXCL16, and has been implicated in the migration to, and local maintenance of, CD8 T cells within tumors.^88 89^ This gene was already deregulated at the RNA level before ACT (online supplemental figure 6f).

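Before ACT, *Cxcr6* averaged 63.5 ± 2.01 CPM in sg*Tmed10* T cells and 71.6 ± 4.53 CPM in sgCtrl (mean ± SD). Its log2 fold change of −0.18 (standard error 0.0551) had an edgeR adjusted p of 0.132 over all genes and 0.0280 adjusted over the list alone, which has 8 receptors of expressed chemokines. Without sg*Tmed10* replicate 3 it was −0.21, with an edgeR adjusted p of 0.0467. *Cxcr4*, the receptor of CXCL12, fell from 24.6 to 17.2 CPM (log2 fold change −0.52, standard error 0.0711, edgeR adjusted p = 0.00214). *Ccr2* lay at 184 CPM in sgCtrl and 176 CPM in sg*Tmed10* (edgeR adjusted p = 0.499). The paper states that *Cxcr6* was deregulated before ACT and proposes a defect of homing to, or retention in, the tumor.

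Of 15639 genes tested, 215 changed in T cells before ACT by edgeR (90 up, 125 down) and 309 by DESeq2. One edgeR fit of all 22 libraries called 0 (53 at an unadjusted p under 0.05), no filter on low counts gave 1004 and a replicate block 558. The edgeR count was 1088 without sg*Tmed10* replicate 3, and 57, 75, 61 and 85 without sg*Tmed10* 2, sg*Tmed10* 1, sgCtrl 3 and sgCtrl 1. Glycolysis genes fell as a group: 13 of 16 passed, all down (16 adjusted over the list alone, camera adjusted p = 3.16e-15, adjusted p = 0.306 with an estimated correlation). Among them are the glucose transporter genes *Slc2a3* (−0.52 log2 fold change, standard error 0.0407, edgeR adjusted p = 2.10e-05) and *Slc2a1* (−0.42, 0.0472, 4.21e-04), and the lactate dehydrogenase gene *Ldha* (−0.28, 0.0326, 4.54e-04). Cytotoxic effector genes gave 6 of 18 down and 0 up (11 down and 1 up adjusted over the list alone, camera adjusted p = 5.90e-08, adjusted p = 0.306 with an estimated correlation). *Prf1*, which encodes perforin, fell from 146 to 92.4 CPM, and granzyme genes fell as well, with *Gzmd* at −1.04, *Gzmc* at −0.73 and *Gzmb* at −0.32. Genes of early coats and transport rose: 7 of 25 passed, all up (14 adjusted over the list alone, camera adjusted p = 1.46e-06, adjusted p = 0.306 with an estimated correlation). *Sec24d* (0.66) and *Sec23a* (0.52) encode parts of the coat of vesicles that leave the endoplasmic reticulum. Among inhibitory receptors, *Ctla4* (−0.36), *Lag3* (−0.44) and *Havcr2* (−0.42) fell, the last without a call when sgCtrl 1, sgCtrl 3 or sg*Tmed10* 1 is left out, while *Pdcd1* at −0.26 had an edgeR adjusted p of 0.0986.

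**Figure D2:**
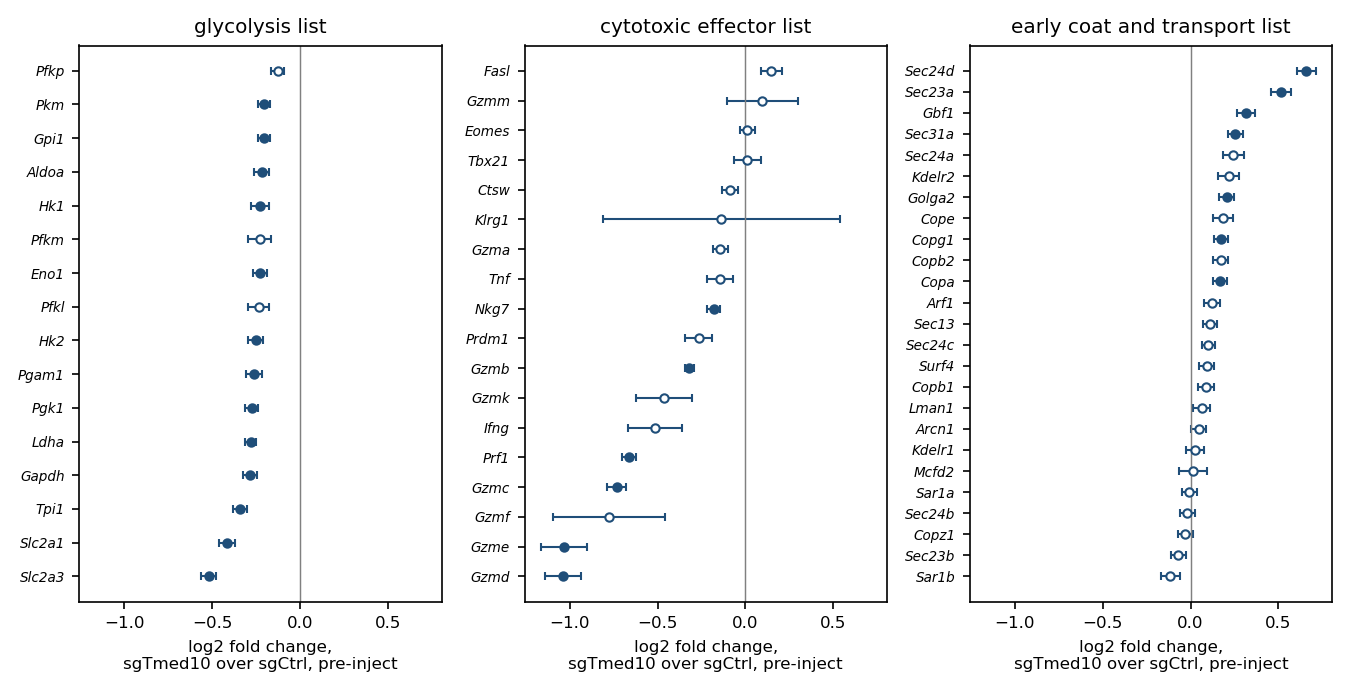
Log2 fold change (sg*Tmed10* over sgCtrl, before ACT) of each member of the glycolysis, cytotoxic effector and early coat and transport lists, with standard errors. Points are genes, filled where the edgeR adjusted p is under 0.05; 13 of 16, 6 of 18 and 7 of 25 are filled.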

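*Pdcd1*, a member of the terminal exhaustion signature, averaged 575 CPM in the CD8-enriched libraries labelled sg*Tmed10* and 1309 CPM in sgCtrl (log2 fold change −1.29, standard error 0.769, edgeR adjusted p = 0.719). In log2(CPM + 1) the difference was −2.21 (exact permutation p = 0.0286, adjusted over 14 genes 0.133). Chosen after seeing the data, it was −2.87 without mouse 2 and −0.85 without mouse 4, each with an exact permutation p of 0.0286. With T cell scaling the log2 fold change reversed to 2.71 (edgeR adjusted p = 0.227). That scaling by construction raises other genes in libraries with low T cell RNA, so the reversal decides nothing about *Pdcd1*. The signature has 92 genes here, among them *Lag3*, *Cd160* and *Gzmk*. Its mean Z score per library was 0.247, 0.294, 0.404 and 0.123 for sgCtrl and 0.297, −0.680, 0.138 and −0.823 for sg*Tmed10*, a difference of −0.53 (exact permutation p = 0.200), and −0.35 without mouse 4 of sg*Tmed10* (exact permutation p = 0.229). Without mice 2 and 4, a choice made after seeing the data, the difference was −0.40 (exact permutation p = 0.200). Of the 92 genes 61 were lower and 31 higher, 0 passed by themselves or adjusted over the list alone, and camera gave an adjusted p of 0.209. The shorter list of 12 inhibitory receptors, with *Ctla4*, *Havcr2* and *Tigit*, had 10 lower and 0 past the test (0 adjusted over the list alone, camera adjusted p = 0.00610, adjusted p = 0.686 with an estimated correlation). A melanoma dysfunction list gave a score difference of −0.66 (exact permutation p = 0.114) and the Tirosh dysfunction list −0.46 (exact permutation p = 0.171).

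Before ACT, the signature score was 0.197 ± 0.120 in sgCtrl and −0.197 ± 0.247 in sg*Tmed10*, a difference of −0.39 with an exact permutation p of 0.100, the smallest that 3 against 3 can give. Without sgCtrl replicate 1 it was −0.23 (exact permutation p = 0.400). There, 4 of 92 members fell and 1 rose (21 down and 6 up adjusted over the list alone, camera adjusted p = 0.0149, adjusted p = 0.625 with an estimated correlation). The signature contains *Cd3e*, *Cd8a* and other genes of all T cells. Relative to the T cell lineage genes of the same library, the score in the CD8-enriched fraction was 0.63 higher in sg*Tmed10* (exact permutation p = 0.0286), and before ACT it was 0.14 higher (exact permutation p = 0.600). The scaled scores in the CD8-enriched fraction were −0.05, 0.15, −0.21 and 1.38 for sg*Tmed10* and −0.41, −0.33, −0.26 and −0.26 for sgCtrl, so mouse 4, with almost no T cell RNA, lies far above the rest. Without mice 2 and 4, a choice made after seeing the data, the difference was 0.66 on Z scores taken over the remaining 6 libraries (exact permutation p = 0.0667, the smallest possible there). Signature genes that other tumor cells express may hold this score up, so it does not settle the state of the T cells.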

Importantly, the *Tmed10* KO cells that were able to successfully reside in the tumor were generally fitter, as evidenced by their reduced expression of an exhaustion signature (figure 5d). These fewer, but fitter cells, could equally affect tumor growth as WT T cells, as evidenced by similar cytokine response signatures and similar tumor volume measurements after ACT (online supplemental figure 6g,h).

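Interferon-gamma response genes, such as *Irf8*, *Psmb8* and *Gbp2*, had a mean Z score of 0.387 ± 0.154 in digests with sgCtrl T cells and −0.387 ± 1.22 with sg*Tmed10* T cells. The difference was −0.77 (95% interval −2.70 to 1.15, exact permutation p = 0.257). TNF and NF-kB response genes, such as *Nfkbia* and *Icam1*, gave 0.260 ± 0.100 against −0.260 ± 1.30, a difference of −0.52 (95% interval −2.59 to 1.55, exact permutation p = 0.600). IL-2 and STAT5 response genes, such as *Cish* and *Il2ra*, gave 0.320 ± 0.136 against −0.320 ± 0.805, a difference of −0.64 (95% interval −1.90 to 0.62, exact permutation p = 0.0571). By edgeR 0 of 30, 0 of 19 and 0 of 18 genes changed in the 3 lists, also adjusted over each list alone. Camera called each list lower, with an adjusted p of 6.93e-06, 0.0168 and 0.00319, and an adjusted p = 0.668, 0.768 and 0.580 with an estimated correlation.

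Digests with sg*Tmed10* T cells varied widely. Their interferon-gamma scores were 0.748, −0.207, 0.0229 and −2.11 when listed by library, and the lowest belongs to mouse 4, whose digest has 0.965 CPM of *Cd8a*. That digest also has 5.82% mitochondrial counts (1.63% to 2.39% in the others), 140.7 CPM of the leukocyte gene *Ptprc* (586 to 1674) and a macrophage and monocyte mean of 6.29 (7.77 to 9.33), so its low score is not tied to T cells alone. Without this mouse the differences were −0.50 for interferon-gamma, −0.10 for TNF and −0.46 for IL-2. The exact permutation p was 0.0286 for interferon-gamma without mouse 1 of sg*Tmed10* (−1.20) and for IL-2 without mouse 2 (−0.70) or mouse 3 (−0.77). *Cxcl1*, which TNF induces, averaged 283 ± 178 CPM against 170 ± 67.8 in sgCtrl, and *Ccl2* 273 ± 122 against 229 ± 80.7. The type I interferon list had 13 of 20 genes higher and 0 past the test (0 adjusted over the list alone). Its median log2 fold change was 0.11 while camera pointed down (adjusted p = 0.488). From cytokine response signatures and tumor volumes that it calls similar, the paper reasons that the fewer sg*Tmed10* T cells in the tumor can still act on its growth as sgCtrl cells do. Its text does not name the genes of these signatures, so the lists here were written by hand, and tumor volumes are not analysed here.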

This result prompted us to determine whether acute depletion of TMED10 in CD8 T cells already present in the TME could enhance CD8 T cell fitness and antitumor immunity. We thus assessed whether the pharmacological degradation of TMED proteins by AGN192403 could overcome or prevent the T cell dysfunction often seen in murine tumor models. We injected B16F10-OVA cells into syngeneic C57BL/6 mice, and on tumor establishment administered vehicle or AGN192403 by daily oral gavage for a total of 6 days. The day after the final treatment, we harvested sentinel mice to assess the quality of the immune infiltrate in the tumors (figure 5e). Western blotting of these tumors showed that AGN192403 treatment had successfully reduced TMED10 abundance in vivo (figure 5f,g). Moreover, flow cytometry of these tumors showed that PD-1 abundance on CD8 T cells was substantially reduced in mice treated with AGN192403, while CD137 abundance remained similar (figure 5h, online supplemental figure 7a), recapitulating our in vitro observations. Additionally, we found that compared with vehicle-treated mice, mice receiving AGN192403 had significantly fewer CD8^+^CD39^+^PD-1^+^ cells, indicating a T cell repertoire that is associated with greater fitness (online supplemental figure 7b,c). We found that in tumors of AGN192403-treated mice, T cells experienced less inhibitory PD-1 signaling, consistent with the observed reduction in PD-1 levels (figure 5i). Additionally, we observed a reduced level of T cell dysfunction and/or exhaustion in these cells, as measured by two independent gene sets of T cell dysfunction (figure 5i,j, online supplemental figure 7d–f, online supplemental table 4),^13 20^ implying that AGN192403 treatment can overcome T cell dysfunction in vivo. In line with these findings, we also observed a significant antitumor effect of AGN192403 treatment (online supplemental figure 7g–i).

## Discussion

We report on an FACS-based genomic screen for specific and critical regulators of PD-1 expressed on the surface of primary CD8 T cells. Top hits included several members of the TMED family of chaperones, the inactivation of which (either genetically or pharmacologically) led to the reversion of T cell dysfunction in cultured T cells and in mice. Our CD137/PD-1 dual-marker, sort-based screen was designed to identify regulators of PD-1 specifically, rather than factors required for general T cell activation. The TMED proteins, in particular TMED2, TMED9 and TMED10, fulfilled this criterion: their perturbation led to a reduction of PD-1 protein levels, did not prevent T cell activation but instead overcame exhaustion.

We demonstrate that by functioning as chaperones, mediating the optimal delivery of PD-1 to the cell surface, the TMED proteins limit CD8 T cell activity. Clinically corroborating these results, in patient tumors we found a positive correlation between T cell dysfunction, lack of immunotherapy response and TMED expression in CD8 T cells. We confirmed a causal role for the TMED proteins in establishing T cell exhaustion also in a murine melanoma model, in which TMED inhibition by the small molecule AGN192403 led to a reversal of T cell exhaustion. We established this both in terms of the number of CD39^+^PD1^+^ cells among the CD8^+^ T cell repertoire of TIL, and more globally by assessing the expression of two separate exhaustion signatures in CD8^+^ TIL. Together, these data indicate that the levels of TMED proteins in CD8 T cells may be good indicators of the extent of PD-1-induced exhaustion.

Our fundamental understanding of the mechanism of PD-1 expression, stability and localization is still incomplete. Through our FACS-based genetic screen, we identified the TMED proteins as novel regulators of PD-1 abundance that are involved in a previously underappreciated aspect of PD-1 regulation: its trafficking towards the cell surface. Importantly, this regulation of PD-1 is uncoupled from the activation status of CD8 T cells. The only other, activation-independent regulator of PD-1 abundance known so far is FBXO38, which regulates the proteasomal turnover of PD-1.^90^ Aside from PD-1, the TMED proteins have also been reported to regulate the vesicular transport of a number of other client proteins, including IL-1 family members, STING, and MUC1-fs.^71 86 91 92^ While proteins regulated by the TMED family are seemingly diverse, some commonalities between their client proteins have been observed. For example, TMED proteins regulate the turnover of misfolded proteins during ER stress through a pathway termed RESET (rapid ER stress-induced export).^70^ During RESET, misfolded, GPI-anchored proteins are exported from the ER by TMED10 to transiently access the cell surface before being degraded in the lysosome; akin to the mechanism by which we demonstrate that AGN192403 degrades the TMED10-PD-1 complex. TMED10 is also involved in unconventional protein secretion, which allows for leaderless proteins to be secreted in a manner that bypasses ER-Golgi trafficking.^71^ However, PD-1 is a single-pass, type 1 transmembrane protein and contains a signal peptide. Therefore, it does not seem to represent a canonical RESET or UPS client, but instead would signify a novel type of TMED client.^93 94^ Total PD-1 levels may also be affected by the loss of TMED10, pointing to a complex mechanism of PD-1 regulation by TMED10, possibly involving also secondary effects AGN192403 treatment likely acts through a different mechanism. TMED proteins may play important roles in shuttling transmembrane proteins to the cell surface during periods of ER stress, as was recently shown for other clients,^95^ and as can be expected during T cell activation.^96^

We show that PD-1 is not regulated by a single TMED protein only: we identified TMED2, TMED9 and TMED10 to all regulate PD-1 abundance. We also observed an interdependency of the different TMED proteins: both the KO of TMED10 and treatment with AGN192403 led to the loss of multiple TMED proteins, confirming earlier reports, although the underlying mechanism remains unclear.^68 74 82 84^ This interdependency makes it difficult to assert which of the TMED proteins directly interacts with PD-1. While we do show an interaction between TMED10 and PD-1, this may be indirect, potentially through an interactive complex comprising multiple TMED proteins, similar to other contexts.^68 82^

The observation that TMED proteins regulate PD-1 abundance, and in particular the ability to target them pharmacologically, may come with translational potential. Whereas PD-1 activity can be limited by small molecule inhibitors, specifically by preventing the interaction between PD-1 and PD-L1,^97^ AGN192403 therapy would constitute a novel way to target PD-1, namely by inducing its lysosomal degradation. Nivolumab and pembrolizumab show a long half-life and high receptor occupancy, independent of the dosage administered.^98^,^100^ Additionally, as with most antibody-based therapeutics, poor tumor penetration and oral bioavailability may limit optimal therapy efficacy, while high production costs may limit therapy adoption.^101^ While it seems unlikely that antibody-based PD-1 therapy will be replaced in the near future, we speculate that TMED inhibitors could be used to control PD-1 activity with more precision, acting as rheostats for PD-1. In this respect, it is noteworthy that TMED inhibition causes downregulation not only of PD-1 but also of CTLA-4, which could add to its therapeutic utility. For any future TMED inhibitor it will be necessary to determine the specificity for CD8 T cells and potential effect on other cells. Furthermore, we observed that on ACT in mice carrying B16F10-OVA tumors, *Tmed10* KO T cells were much less capable of infiltrating tumors than WT T cells, potentially through the downregulation of CXCR6. While it is currently unclear whether this migration defect manifests also in other tumor models and/or in patient tumors, our data suggest that a TMED inhibitor acting on TIL would be a preferable therapeutic strategy, rather than the adoptive transfer of TMED KO T cells. The potential role of CXCR6 in T cell migration as a function of TMED modulation merits further investigation.

Our data imply that by merely partially limiting the abundance of PD-1, CD8 T cell functionality may be boosted in patient tumors by strongly enhancing T cell fitness. The observation that moderately reducing PD-1 levels on CD8 T cells is sufficient to promote T cell fitness seems to follow a Goldilocks principle, in which the reduced PD-1 abundance allows for the direct alleviation of inhibition of T cell activity, while the same level of PD-1 abundance is sufficient to protect the polyfunctional T cell repertoire from activation-induced cell death,^8 14 26 29 33 41^ but future investigations should ascertain the validity of such a model (online supplemental figure 8). This notwithstanding, our finding that the TMED family regulates PD-1 cell surface abundance, in combination with its amenability to small molecule intervention, offers not only fundamental insight into the mechanism governing the activity of a key inhibitory receptor in immunotherapy, but may also provide a translational opportunity.

## Methods

### Materials availability

Information and materials can be obtained from the lead contact, Daniel S Peeper, on reasonable request.

### Data and code availability

The RNA sequencing data presented in this article can be accessed via theNational Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database using accession numbers GSE161211 and GSE252956GSE252956. Due to the extent to which patient consent was given, only the respective expression values, and not the full sequencing data, were deposited for the TIL cohort (online supplemental table 4). The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD026984. General code can be found on the Peeper laboratory github (https://github.com/PeeperLab/Rtoolbox); specific code can be requested from the lead contact.

### Experimental model and subject details

#### Cell lines, primary cultures and human participants

The B16F10 cell line (male) was obtained from American Type Culture Collection (ATCC) and transduced with a lentiviral construct encoding for the full-length OVA protein.^102^ The Platinum-E cell line (female) was obtained from the internal Peeper laboratory stock. Both cell lines were routinely confirmed to be *Mycoplasma*-negative by PCR.^103^ They were maintained in Dulbecco’s Modified Eagle Medium (DMEM), containing 9% fetal bovine serum (FBS; Sigma), penicillin (100 U/mL, Gibco) and streptomycin (100 µg/mL, Gibco). Human CD8 T cells were isolated from healthy donor buffycoats (Sanquin) of both male and female anonymous donors, who provided written informed consent approved by the Dutch Ministry of Health. These cells were maintained in Roswell Park Memorial Institute Medium (RPMI) with 9% FBS, penicillin (100 U/mL), streptomycin (100 µg/mL) and 100 U/mL human IL-2 (Proleukin, Novartis). Murine CD8 T cells were isolated from the spleens of both male and female OT-I/Cas9 mice. These cells were maintained in RPMI with 9% FBS, penicillin (100 U/mL), streptomycin (100 µg/mL), 2-Mercaptoethanol (50 µM, Merck), murine IL-2 (10 ng/mL, ImmunoTools), murine IL-7 (0.5 ng/mL, ImmunoTools) and murine IL-15 (1 ng/mL, ImmunoTools). For TIL analysis, RNA of infused TIL products from both male and female, patients with stage IV melanoma was used^87^ (NCT00287131). These patients signed an informed consent approved by the Israeli Ministry of Health (Helsinki approval no. 3518/2004). Due to the extent to which patient consent was given, only the respective expression values, and not the full sequencing data, were deposited. For PD-L1 induction on B16F10-OVA cells, 1.2E5 tumor cells were seeded in 12-well plates and treated with 25 ng/mL IFN-γ for 24 hours (PeproTech). Cells were harvested by trypsinization (Thermo Fisher) prior to fluorescent staining and flow cytometric analysis as per below.

#### In vivo animal studies

All animal studies were approved by the animal ethics committee of the Netherlands Cancer Institute (NKI) and performed under approved NKI CCD14 (Centrale Commissie Dierproeven) according to the ethical and procedural guidelines established by the NKI and Dutch legislation. Mice were housed in single-use standard cages at controlled filtered air humidity (55%), temperature (21°C) and light cycle. All housing material, food and water were autoclaved or irradiated before use. Female, C57BL/6 (Janvier) mice were used between the ages of 8–12 weeks for animal experiments. For ACT experiments, female, *Rag2*^–/–^ (Janvier) animals were used. To generate OT-I/Cas9 mice, OT-I mice (The Jackson Laboratory) were crossed with Cas9-EGFP mice (The Jackson Laboratory) and subsequently backcrossed for at least 10 generations. Genotypes for both OT-I and Cas9 were confirmed homozygous by PCR as specified by the supplier. Spleens used for CD8 T cell isolation were harvested from OT-I/Cas9 mice with a maximum age of 12 months.

### Method details

#### Isolation, maintenance and treatment of splenic murine CD8 T cells

Spleens were harvested from OT-I/Cas9 mice, mashed subsequently through 100 µm and 70 µm cell strainers (Corning) and washed (addition of buffer, followed by centrifugation at 1,000× g for 5 min) in phosphate-buffered saline (PBS) (Gibco) containing 0.1% bovine serum albumin (BSA, Sigma; isolation buffer) before being resuspended and incubated in red blood cell lysis buffer (155 mM NH_4_Cl, 10 mM NaHCO_3_, 0.1 mM EDTA in distilled water; all Sigma) for 5 min. Splenocytes were then washed twice (once in PBS, once in isolation buffer) and resuspended in 1 mL isolation buffer. CD8 T cells were then isolated from this cell suspension using the Dynabeads Untouched Mouse CD8 Cells Kit (Thermo Fisher Scientific) following manufacturer’s instructions. Briefly, 100 µL antibody mix and 100 µL FBS was added to the cell suspension and incubated for 20 min on a rotator at 4°C. The cells were then washed in isolation buffer, resuspended in 2 mL isolation buffer and 1 mL pre-washed Dynabeads was added and the suspension was incubated for 15 min on a rotator at room temperature (21°C). This cell suspension was then passed over a magnet, and the non-bound fraction was harvested. The CD8 T cells that were obtained were then resuspended in medium and activated on non-tissue culture-treated 24-well plates (Corning) that were pre-coated with anti-CD3 (0.25 µg per well, Thermo Fisher Scientific) and anti-CD28 antibodies (2.5 µg per well, Thermo Fisher Scientific). After 48 hours, cells were resuspended at a concentration of 1 million cells per milliliter in medium and either retrovirally transduced, or maintained at this concentration by daily replacement of culture medium for at least 10 days until further analysis. In most experiments, cells were either left resting or were activated. To do so, after 10 days cells were grown on 24-well non-tissue culture-treated plates that were pre-coated with anti-CD3 antibody (for activated cells, 1.25 µg per well) or that were left untreated (for resting cells). In select experiments, cells were treated with BrefA for 24 hours (200 ng/mL, Invivogen). In select experiments, cells were treated with BafA for 24 hours (100 nM, Invivogen). In select experiments, cells were treated with AGN192403 (also known as BRD4780) for 24 hours (100 µM, Tocris)

#### Retroviral sgRNA vector and retroviral library construction

For the generation of a retroviral sgRNA vector, a geneblock (Integrated DNA Technologies) with the sgRNA cassette of lentiCRISPR V.2 (Addgene #52961) where the BsmBI sites were replaced by BbsI sites was cloned into the pMSCVpuro backbone (Clontech) by standard molecular techniques. To insert single sgRNA sequences into this backbone, gene-specific Cas9 target sequences were predicted using CHOPCHOP^104^ and cloned into the pMSCVpuro-sgRNA backbone by Golden-Gate cloning.^105^ For retroviral library construction, the sgRNA cassette of the Brie library (Addgene) was amplified by PCR and cloned into the pMSCVpuro backbone by standard molecular techniques. The integrity of the retroviral library was confirmed by deep sequencing (online supplemental table 1).

#### Retrovirus production

For retrovirus production, 3 million Platinum-E cells were seeded in a 10 cm dish (Greiner). After 24 hours, these cells were transfected by polyethyleneimine (45 µg/10 µg DNA, Sigma) with 5 µg of pCL-ECO (Addgene) plasmid and 5 µg of the transfer vector. After another 24 hours, the medium was replaced by Opti-MEM (Thermo Fisher Scientific) containing 2% FBS, penicillin (100 U/mL) and streptomycin (100 µg/mL). After a further 24 hours, the supernatant containing retrovirus was harvested, filtered through a 0.45 µm filter and stored at 4°C. Fresh medium was added to Platinum-E cells. The next day, the supernatant was again harvested and filtered, combined with the supernatant of the first harvest and concentrated 10 times by spin-filter centrifugation (100 kDa pore size, Merck). The concentrated supernatant was snap-frozen and stored at −80°C until use.

#### CD8 T cell transduction and selection

One million preactivated OT-I/Cas9 CD8 T cells were mixed with 1 mL concentrated retroviral supernatant in a non-tissue culture-treated 24-well plate well (Corning) that was pre-coated with RetroNectin (25 µg/well, Takara). The plate was then centrifuged at 3,000× g in a centrifuge with minimum acceleration and no brake. After centrifugation, the plate was placed in the incubator. The next day, cells were resuspended at a concentration of 1 million cells per milliliter in the medium. 24 hours later, the cells were put on puromycin selection (4 µg/mL, Sigma) and maintained for at least 8 days until analysis.

#### Flow cytometry

0.3 million cells per sample were spun down in 96-well V bottom plates (Brand) and washed in a 0.1% BSA in PBS solution (FACS buffer). Antibodies against markers of interest were then diluted in FACS buffer following manufacturer’s instructions, for a staining volume of 50 µL per well, or 100 µL for in vivo tumor samples. The cells were stained on ice for 30 min, protected from light. After incubation, cells were washed twice in FACS buffer and resuspended in FACS buffer before being analyzed on either an LSRFortessa Flow Cytometer or an LSR II Flow Cytometer (both BD). Dead cells were identified through the use of DAPI (BD) or the LIVE/DEAD Fixable Near-IR stain (Thermo Fisher Scientific). Antibodies against murine and human PD-1 (both PE-conjugated), murine and human CD137 (both APC-conjugated), murine CD8a (FITC-conjugated), murine CD39 (PE-Vio770-conjugated), murine CD45 (APC-Vio770-conjugated; all Miltenyi Biotec), murine CTLA-4 (PE-Cy7-conjugated, BioLegend), murine PD-L1 (BV711-conjugated, BD) human CD8A (BB515-conjugated, BD) and human IgG Fc (PE-conjugated, BioLegend). Isotype antibodies for Rat IgG2a (PE-conjugated) and Hamster IgG (APC-conjugated, both BioLegend) were used. In select experiments, a fusion protein consisting of the extracellular domain of PD-L1 and a human antibody Fc domain was used to label the cells (1 µg/well, BioLegend) for 1 hour on ice, before continuing with regular cell-surface staining.

#### Whole genome screen and analysis

300 million OT-I/Cas9 CD8 T cells were isolated, anti-CD3-activated, transduced with the retroviral Brie library and selected with puromycin for 7 days. After 2 days of puromycin selection, a library reference sample was taken (of 1,000× coverage). After 7 days of puromycin selection, a bulk sample was taken (of 1,000× coverage). On the seventh day, 2×10^9^ cells were re-activated. The next day, cells were harvested and stained with DAPI and antibodies targeting CD137 and PD-1. These cells were then sorted on FACSAria Fusion Cell Sorters (BD): DAPI^–^CD137^+^ cells were selected, and from that population, the top 10% PD-1 expressors and bottom 10% of PD-1 expressors were selected and sorted. At least 6×10^7^ cells were sorted for each arm of the screen. The screen was performed in duplicate, where each duplicate was performed with OT-I/Cas9 CD8 T cells from independent spleens. DNA was isolated from all populations by the Blood and Cell Culture DNA Maxi Kit (Qiagen) as per the manufacturer’s instructions. The sgRNA sequences present in the isolated DNA were amplified using the NEBNext High-Fidelity 2× PCR Master Mix (New England BioLabs) following manufacturer’s instructions, using the Brie_Fw and Brie_Rv primers (online supplemental table 5). The stretch of N nucleotides in the Brie_Fw primer denotes a unique DNA barcode used for each sample in the PCR. The amplicons generated were then analyzed on an Illumina HiSeq 2500 Sequencing system (Illumina). The identified sgRNA sequences were aligned to the Brie library, where reads with any mismatches were excluded from analysis. The resulting read count table (online supplemental table 1) was used as input for MAGeCK analysis (V.0.5.6),^63^ using the non-targeting sgRNA sequences as controls. To assess the relative depletion of essential genes, the library reference and bulk samples were used, and compared with known non-essential and core essential genes.^62^

#### Western blot

For western blot, cells were harvested, washed twice in PBS and lysed in RIPA buffer (50 mM TRIS pH 8.0, 150 mM NaCl, 1% Nonidet P40, 0.5% sodium deoxycholate, 0.1% SDS with Halt Protease and Phosphatase Inhibitor (Thermo Fisher Scientific)) for 30 min on ice. After incubation, the lysate was centrifuged for 10 min at 17,000× g and supernatant was harvested. Protein concentration was then measured by Bradford assay (Bio-Rad) and normalized. NuPAGE LDS Sample Buffer (Thermo Fisher Scientific) and 2-Mercaptoethanol (final concentration 2.5% v/v) was added and samples were boiled at 95°C in a heating block. Samples were then run on NuPAGE 4–12% Bis Tris gels (Thermo Fisher Scientific) using Precision Plus Protein Dual Color Standard (Bio-Rad) as a size indicator at 150 V for approximately 1 hour on ice. After electrophoresis, the protein was transferred to nitrocellulose membranes using the iBlot system (Thermo Fisher Scientific) following manufacturer’s instructions. After protein transfer, the membranes were incubated for 1 hour in blocking buffer (5% BSA, 0.2% Tween-20 in PBS). After blocking, membranes were incubated with primary antibodies, diluted in a blocking buffer, for 24 hours. At that point, membranes were washed three times in washing buffer (0.2% Tween-20 in PBS) for 5 min, after which the membranes were incubated with secondary antibodies for 1 hour. After this incubation, membranes were washed three times in washing buffer for 5 min before being developed using SuperSignal West Dura Extended Duration Substrate (Thermo Fisher Scientific), with images being captured on a ChemiDoc MP (Bio-Rad). Fiji (V.2.0.0) was used to quantify protein bands. Primary antibodies against mouse PD-1, human PD-1, Myc-tag, Vinculin (all Cell Signaling Technology), TMED2, TMED10 (both Santa Cruz), TMED9 and Tubulin (both Thermo Fisher Scientific), NFkB p65 (Santa Cruz Biotechnology), phospho-NFkB p65 (CST) and Vinculin (Sigma) and Cyclophilin B (CST) were used. Horseradish peroxidase (HRP)-conjugated, secondary antibodies against mouse and rabbit primary antibodies (both Thermo Fisher Scientific) were used to detect the primary antibodies. Ponceau S (Merck) was used to assess relative protein loading. Uncropped Western blot images can be found in online supplemental file 1.

#### Quantitative PCR

For qPCR, cells were harvested, washed twice in PBS and total RNA was isolated using the Isolate II RNA Mini Kit (Bioline) following manufacturer’s instructions. After isolation, 1 µg of RNA was transcribed into complementary DNA (cDNA) using the Maxima First Strand cDNA Kit (Thermo Fisher Scientific) according to manufacturer’s instructions. To perform qPCR, 0.5% of this cDNA preparation was used per reaction. Primers against *Pdcd1* and *Actb* (0.4 µM each; online supplemental table 5) and SensiFAST SYBR Hi-ROX reaction mix (Bioline) were added and the reaction was carried out by, and read out by, a StepOnePlus Real-Time PCR system (Thermo Fisher Scientific). Relative gene expression was determined using the ∆∆CT method.^106^

#### Cell-surface protein biotinylation and purification

Cell surface proteins were biotinylated using the EZ-Link Sulfo-NHS-SS-Biotin reagent (Thermo Fisher Scientific) following manufacturer’s instructions. Briefly, cells were washed three times in PBS containing MgCl_2_ and CaCl_2_ and were then resuspended at 1 million per milliliter, and Sulfo-NHS-SS-Biotin was added at a final concentration of 0.1 mg/mL and incubated for 30 min on ice. After incubation, cells were washed three times in quenching buffer (PBS containing MgCl_2_ and CaCl_2_ and 50 mM glycine) before being lysed in IP lysis buffer (30 mM Tris-HCl pH 7.4, 120 mM NaCl, 2 mM EDTA, 2 mM KCl, 1% Triton X-100, supplemented with Halt Protease and Phosphatase Inhibitor), incubated for 30 min and centrifuged at 17,000× g for 10 min. The supernatant, containing protein, was then harvested and labeled protein were immunoprecipitated using Pierce streptavidin beads (Thermo Fisher Scientific) for 1 hour. Proteins were retrieved by boiling samples at 95°C in sample buffer for 5 min. Instead, for mass spectrometry, samples were washed three times in PBS. Western blot was then performed as described above.

#### Immunoprecipitation

48 million CD8 T cells per condition were activated overnight as described above. The next day, cells were harvested, washed twice with PBS and lysed in PD-1-IP lysis buffer (0.5% NP-40 and 2 mM DTT in PBS, pH 7.4) for 30 min. The lysate was then centrifuged at 17,000× g for 10 min. The protein-containing supernatant was harvested, quantified and 8 mg of protein was incubated on a rotator with anti-PD-1 antibody (CST) or isotype control (Thermo Fisher Scientific) for 1 hour at 4°C. After incubation, pre-washed protein A beads (Bio-Rad) were added and incubated for another hour. After IP, the beads were washed three times in lysis buffer and once in PBS, after which bound proteins were retrieved by boiling samples at 95°C in sample buffer for 5 min. Immunoblot analysis of the IPs was performed as per above.

#### RNA sequencing

The total RNA was isolated using the RNeasy Mini Kit (Qiagen), including an on-column DNase digestion according to the manufacturer’s instructions. Quality and quantity of the total RNA were assessed by the 2100 Bioanalyzer using a Nano chip (Agilent). Total RNA samples with RNA Integrity Number (RIN) >8 were subjected to library generation. Strand-specific libraries were generated using the TruSeq Stranded mRNA sample preparation kit (Illumina) according to the manufacturer’s instructions (Illumina). Briefly, polyadenylated RNA from intact total RNA was purified using oligo-dT beads. Following purification, the RNA was fragmented, random primed and reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen) with the addition of actinomycin D. Second strand synthesis was performed using polymerase I and RNase H with replacement of deoxythymidine triphosphate (dTTP) for deoxyuridine triphosphate (dUTP). The generated cDNA fragments were 3’ end adenylated and ligated to Illumina paired-end sequencing adapters and subsequently amplified by 12 cycles of PCR. The libraries were analyzed on a 2100 Bioanalyzer using a 7500 chip (Agilent, Santa Clara, California, USA), diluted and pooled equimolar into a multiplex sequencing pool. The libraries were sequenced with 65 base single reads on an HiSeq 2500 using V4 chemistry (Illumina).

#### Bioinformatic analyses

Raw read counts were aligned to mouse reference genome GRCm38 Ensembl V.69 using STAR (V.2.7.1a) using two-pass mode and default settings. Differentially expressed genes were identified by DESeq2 (V.1.24). Gene ontology term enrichment of biological process gene sets was performed on significantly differentially expressed genes (false discovery rate (FDR)<0.05) using Panther (V.16.0).^107^ This list was then used as input for REVIGO.^80^ Representative GO terms were then analyzed for directionality by GSEA using GSEA software (V.4.1.0).

For scRNA sequencing analyses, data was downloaded from the TISCH database^108^ (online supplemental table 4). For the correlation between TMED complex expression and T cell dysfunction, we used a 30-gene T cell dysfunction signature computed using MetaCell^18^ (online supplemental table 4). For the analysis of TMED complex expression in exhausted versus other CD8 T cells, populations were defined using canonical markers^109^,^111^ (online supplemental table 4). For each cohort, a mean TMED complex expression across CD8 and exhausted CD8 T cells available in the cohort was computed. The response status of the melanoma cohort was classified according to Response Evaluation Criteria in Solid Tumors (RECIST) for each patient.^12^

For TIL analysis, RNA was extracted from infused TIL products using Tri Reagent (Sigma-Aldrich) according to the manufacturer’s protocol. RNA sequencing libraries were prepared with Illumina’s Ribo Zero Gold and TruSeq stranded library prep kits and sequenced on the Illumina HiSeq 2500 platform using paired-end sequencing with read length of 2×125–150 bps. Reads were aligned to the human genome reference build hg38 using STAR aligner^112^ and were quantified with FeatureCounts.^113^ After filtration of lowly expressed genes (counts below 10 in more than 90% of samples), raw counts were normalized in the R environment according to the LIMMA pipeline.^114^

For RNA sequencing analyses for the ACT experiment, analyses were performed for each isolation condition separately (input, tumor digest and CD8-enriched fractions). Genes with summed counts lower than 10 within one isolation condition were excluded from analysis.

Protein motif searches were performed using MEME.^115^

#### Cytokine release assay

7.5×10^4^ B16F10-OVA cells were seeded in 12-well plate wells and CD8 T cells were added in a 1:8 ratio, in the presence or absence of anti-PD-1 antibody (10 µg/mL; Bio X Cell). After 48 hours, 20 µL supernatant was removed from the well, centrifuged at 1,000× g, and the supernatant was analyzed for the concentration of IFN-γ, TNF and IL-2 by cytometric bead array (BD) following manufacturer’s instructions. For experiments with monocultures, 2 million CD8 T cells were activated in 24-well non-tissue culture-treated plates that were pre-coated with anti-CD3 antibody (for activated cells, 1.25 µg per well) or that were left untreated (for resting cells), instead of activation by tumor cells.

#### Proteomics and analysis

T cell pellets were lysed in heated guanidine lysis buffer as described previously.^116^ Protein concentrations were determined with a Bradford assay (Pierce), after which lysates were diluted to 2 M GuHCl and equal aliquots were taken for a 4-hour trypsin digestion (Sigma-Aldrich, enzyme:protein 1:50) at 37°C, followed by an additional trypsin digestion (1:50) overnight. Digestion was stopped by the addition of 5% formic acid, after which digests were desalted on Sep-Pak C18 cartridges (Waters, Massachusetts, USA). Eluates were dried in a SpeedVac concentrator and stored at −80°C until liquid chromatography tandem mass spectrometry (LC-MS/MS). After reconstitution in 2% formic acid, peptide mixtures were analyzed by nano LC-MS/MS on a Q Exactive HF-X Hybrid Quadrupole-Orbitrap Mass Spectrometer coupled to an EASY-NLC 1,200 system (Thermo Scientific). Samples were loaded directly onto the analytical column (ReproSil-Pur 120 C18-AQ, 1.9 µm, 75 µm×500 mm, packed in-house). Solvent A was 0.1% formic acid/water and solvent B was 0.1% formic acid/80% acetonitrile. For AGN192403-treated and vehicle-treated samples, peptides were eluted from the analytical column at a constant flow of 250 nL/min in a 210 min gradient containing a 195 min linear increase from 6% to 26% solvent B, followed by a 15 min wash. For *Tmed10* KO and WT samples, peptides were eluted with a constant flow of 250 nL/min in a non-linear 210 min gradient containing the following percentages of solvent B: 10% at 5 min; 24% at 130 min; 35% at 170 min; 60% at 190 min and a final wash at 100%. Raw data files were analyzed with label-free quantitation (LFQ) in MaxQuant (V.1.6.17.0)^117^ using standard settings. MS/MS data were searched against the murine Swissprot database (release 2021_04, 17,073 entries) complemented with a list of common contaminants and concatenated with the reversed version of all sequences. The maximum allowed mass tolerance was 4.5 ppm in the main search and 20 ppm for fragment ion masses. FDR for peptide and protein identification were set to 1%. Trypsin/P was chosen as cleavage specificity allowing two missed cleavages. Carbamidomethylation (C) was set as a fixed modification, whereas oxidation (M) and protein N-terminal acetylation were used as variable modifications. LFQ intensities were log2-transformed in Perseus (V.1.6.14.0),^118^ after which protein abundance values were filtered for at least two valid values (out of three total) in at least one condition for the comparison of AGN192403-treated versus vehicle-treated cells, whereas in the case of *Tmed10* KO versus WT cells, protein abundance values were filtered for at least five valid values (out of six total) in at least one condition. Missing values were then replaced by imputation based a normal distribution, using a width of 0.3 and a downshift of 1.8. Differentially regulated proteins were determined using a t-test (thresholds: p<0.05 and a 1.5-fold change in expression).

For the mass spectrometry of cell surface protein-enriched fractions, IP beads were heated for 7 min. at 95°C in 1× S-Trap Lysis buffer (5% SDS, 50 mM TEAB pH 8.5), after which proteins were reduced, alkylated and digested overnight with trypsin (Sigma-Aldrich; 2 µg per sample) on S-Trap Micro spin columns following the manufacturer’s instructions (ProtiFi, New York, USA). Peptides were eluted, vacuum dried and stored at −80°C until LC-MS/MS analysis.

Samples were analyzed by LC-MS/MS on an Exploris 480 mass spectrometer (Thermo Scientific) with a 135 min gradient, the LC set-up being the same as described above. RAW files were analyzed with LFQ in Proteome Discoverer (V.2.5.4.0, Thermo Scientific) using standard settings. MS/MS data were searched against the same database as described above using SEQUEST HT, with the same search parameters and CAMthiopropanoyl (K and N-terminus) as additional variable modifications. The maximum allowed precursor mass tolerance was 50 ppm and 0.06 Da for fragment ion masses, the remaining search parameters being the same as for the T cell proteomes. After filtering for Peptide Spectrum Match (PSM) Xcorr>1, the Proteome Discoverer output file containing protein LFQ abundances was loaded into Perseus and processed as described for the proteome analysis.

#### Human CD8 T cell isolation

Human CD8 T cells were isolated from healthy donor buffycoats as described previously.^102^ Briefly, peripheral blood mononuclear cells (PBMCs) were isolated through Ficoll gradient separation and CD8 T cells were purified by magnetic bead isolation using the Dynabeads CD8 Positive Isolation Kit (Thermo Fisher Scientific) following manufacturer’s instructions. Isolated CD8 T cells were activated for 48 hours on non-tissue culture-treated 24-well plate wells (Corning) that were pre-coated with anti-CD3 (5 µg/well, eBioscience) and anti-CD28 antibodies (5 µg/well, eBioscience). After activation, CD8 T cells were maintained for at least 7 days, refreshing every third day, in T cell medium at a concentration of 1×10^6^ cells/mL before being used for experiments.

#### Murine in vivo ACT experiment

0.5×10^6^ B16F10-OVA cells were injected in both flanks of C57BL/6 mice and allowed to establish for 4 days. After 4 days, mice were randomized and administered PBS (mock), or 2 million sgCtrl or sg*Tmed10* CD8 T cells (which were generated as per above) by intravenous tail injection. Mice received 1E5 units of human IL-2 (Clinigen) two times a day for 3 days after ACT by intraperitoneal injection. Tumor growth was followed by measuring tumor volume three times weekly by calipers, where tumor volume is calculated with the formula: $\frac{\text{length }\left(\text{mm}\right)\text{ × width (mm)}}{\text{2}}$. Seven days after ACT, sentinel tumors were harvested. The rest of the mice were followed until the total tumor volume exceeded 1,500 mm^3^. Mice were given ad libitum access to drinking water, chow and a nutritionally fortified water gel (DietGel).

#### Murine in vivo tumor growth experiment

0.5×10^6^ B16F10-OVA cells were injected in both flanks of C57BL/6 mice and allowed to establish for 4 days. After 4 days, mice were randomized and administered either PBS or AGN192403 (125 mg/kg in PBS) by daily oral gavage for 6 days. Tumor growth was followed by measuring tumor volume three times weekly by calipers, where tumor volume is calculated with the formula: $\frac{\text{length }\left(\text{mm}\right)\text{ × width (mm)}}{\text{2}}$. The day after the final treatment with AGN192403, sentinel tumors were harvested. The rest of the mice were followed until the total tumor volume exceeded 1,500 mm^3^. Mice were given ad libitum access to drinking water, chow and a nutritionally fortified water gel (DietGel).

#### Tumor dissociation and immune cell isolation

Tumors were harvested and cut into ±0.5 mm^2^ pieces and incubated in 5 mL dissociation medium (RPMI with 10 U/mL DNAse I and 200 U/mL collagenase type IV) at 37°C for 1 hour while shaking. After dissociation, tumor preparations were then mashed subsequently through 100 µm and 70 µm cell strainers (Corning) and washed (addition of buffer, followed by centrifugation at 1,000× g for 5 min) in PBS (Gibco) containing 0.1% BSA (Sigma; isolation buffer) before being resuspended and incubated in red blood cell lysis buffer (155 mM NH_4_Cl, 10 mM NaHCO_3_, 0.1 mM EDTA in distilled water; all Sigma) for 5 min. Tumor samples were then washed twice in isolation buffer, before being used in downstream experiments as described above. CD8 cells were isolated from these tumor samples using the Dynabeads FlowComp Mouse CD8 Kit (Thermo Fisher Scientific) following manufacturer’s instructions. RNA sequencing was performed as described above.

#### Quantification and statistical analysis

The details of the quantifications and statistical analyses performed are described in the respective figure legends. Analyses were performed by Prism (GraphPad Software, V.8.4.3) or R. Unless when otherwise specified, a p value of lower than 0.05 was considered statistically significant. Experiments were repeated at least twice, except for the in vivo ACT experiment, which was performed only once. Raw data on which statistics were performed can be found in online supplemental file 2.

## supplementary material

10.1136/jitc-2024-010145 online supplemental figure 1

10.1136/jitc-2024-010145 online supplemental figure 2

10.1136/jitc-2024-010145 online supplemental figure 3

10.1136/jitc-2024-010145 online supplemental figure 4

10.1136/jitc-2024-010145 online supplemental figure 5

10.1136/jitc-2024-010145 online supplemental figure 6

10.1136/jitc-2024-010145 online supplemental figure 7

10.1136/jitc-2024-010145 online supplemental figure 8

10.1136/jitc-2024-010145 online supplemental figure 9

10.1136/jitc-2024-010145 online supplemental table 1

10.1136/jitc-2024-010145 online supplemental table 2

10.1136/jitc-2024-010145 online supplemental table 3

10.1136/jitc-2024-010145 online supplemental table 4

10.1136/jitc-2024-010145 online supplemental table 5

10.1136/jitc-2024-010145 online supplemental file 1

10.1136/jitc-2024-010145 online supplemental file 2

## Data Availability

All data relevant to the study are included in the article or uploaded as supplementary information.

# Supplementary material for: TMED inhibition suppresses cell surface PD-1 expression and overcomes T cell dysfunction
**Source:** J Immunother Cancer. 2024 Nov 7;12(11):e010145. doi: 10.1136/jitc-2024-010145
**Supplement:** online supplemental figure 4

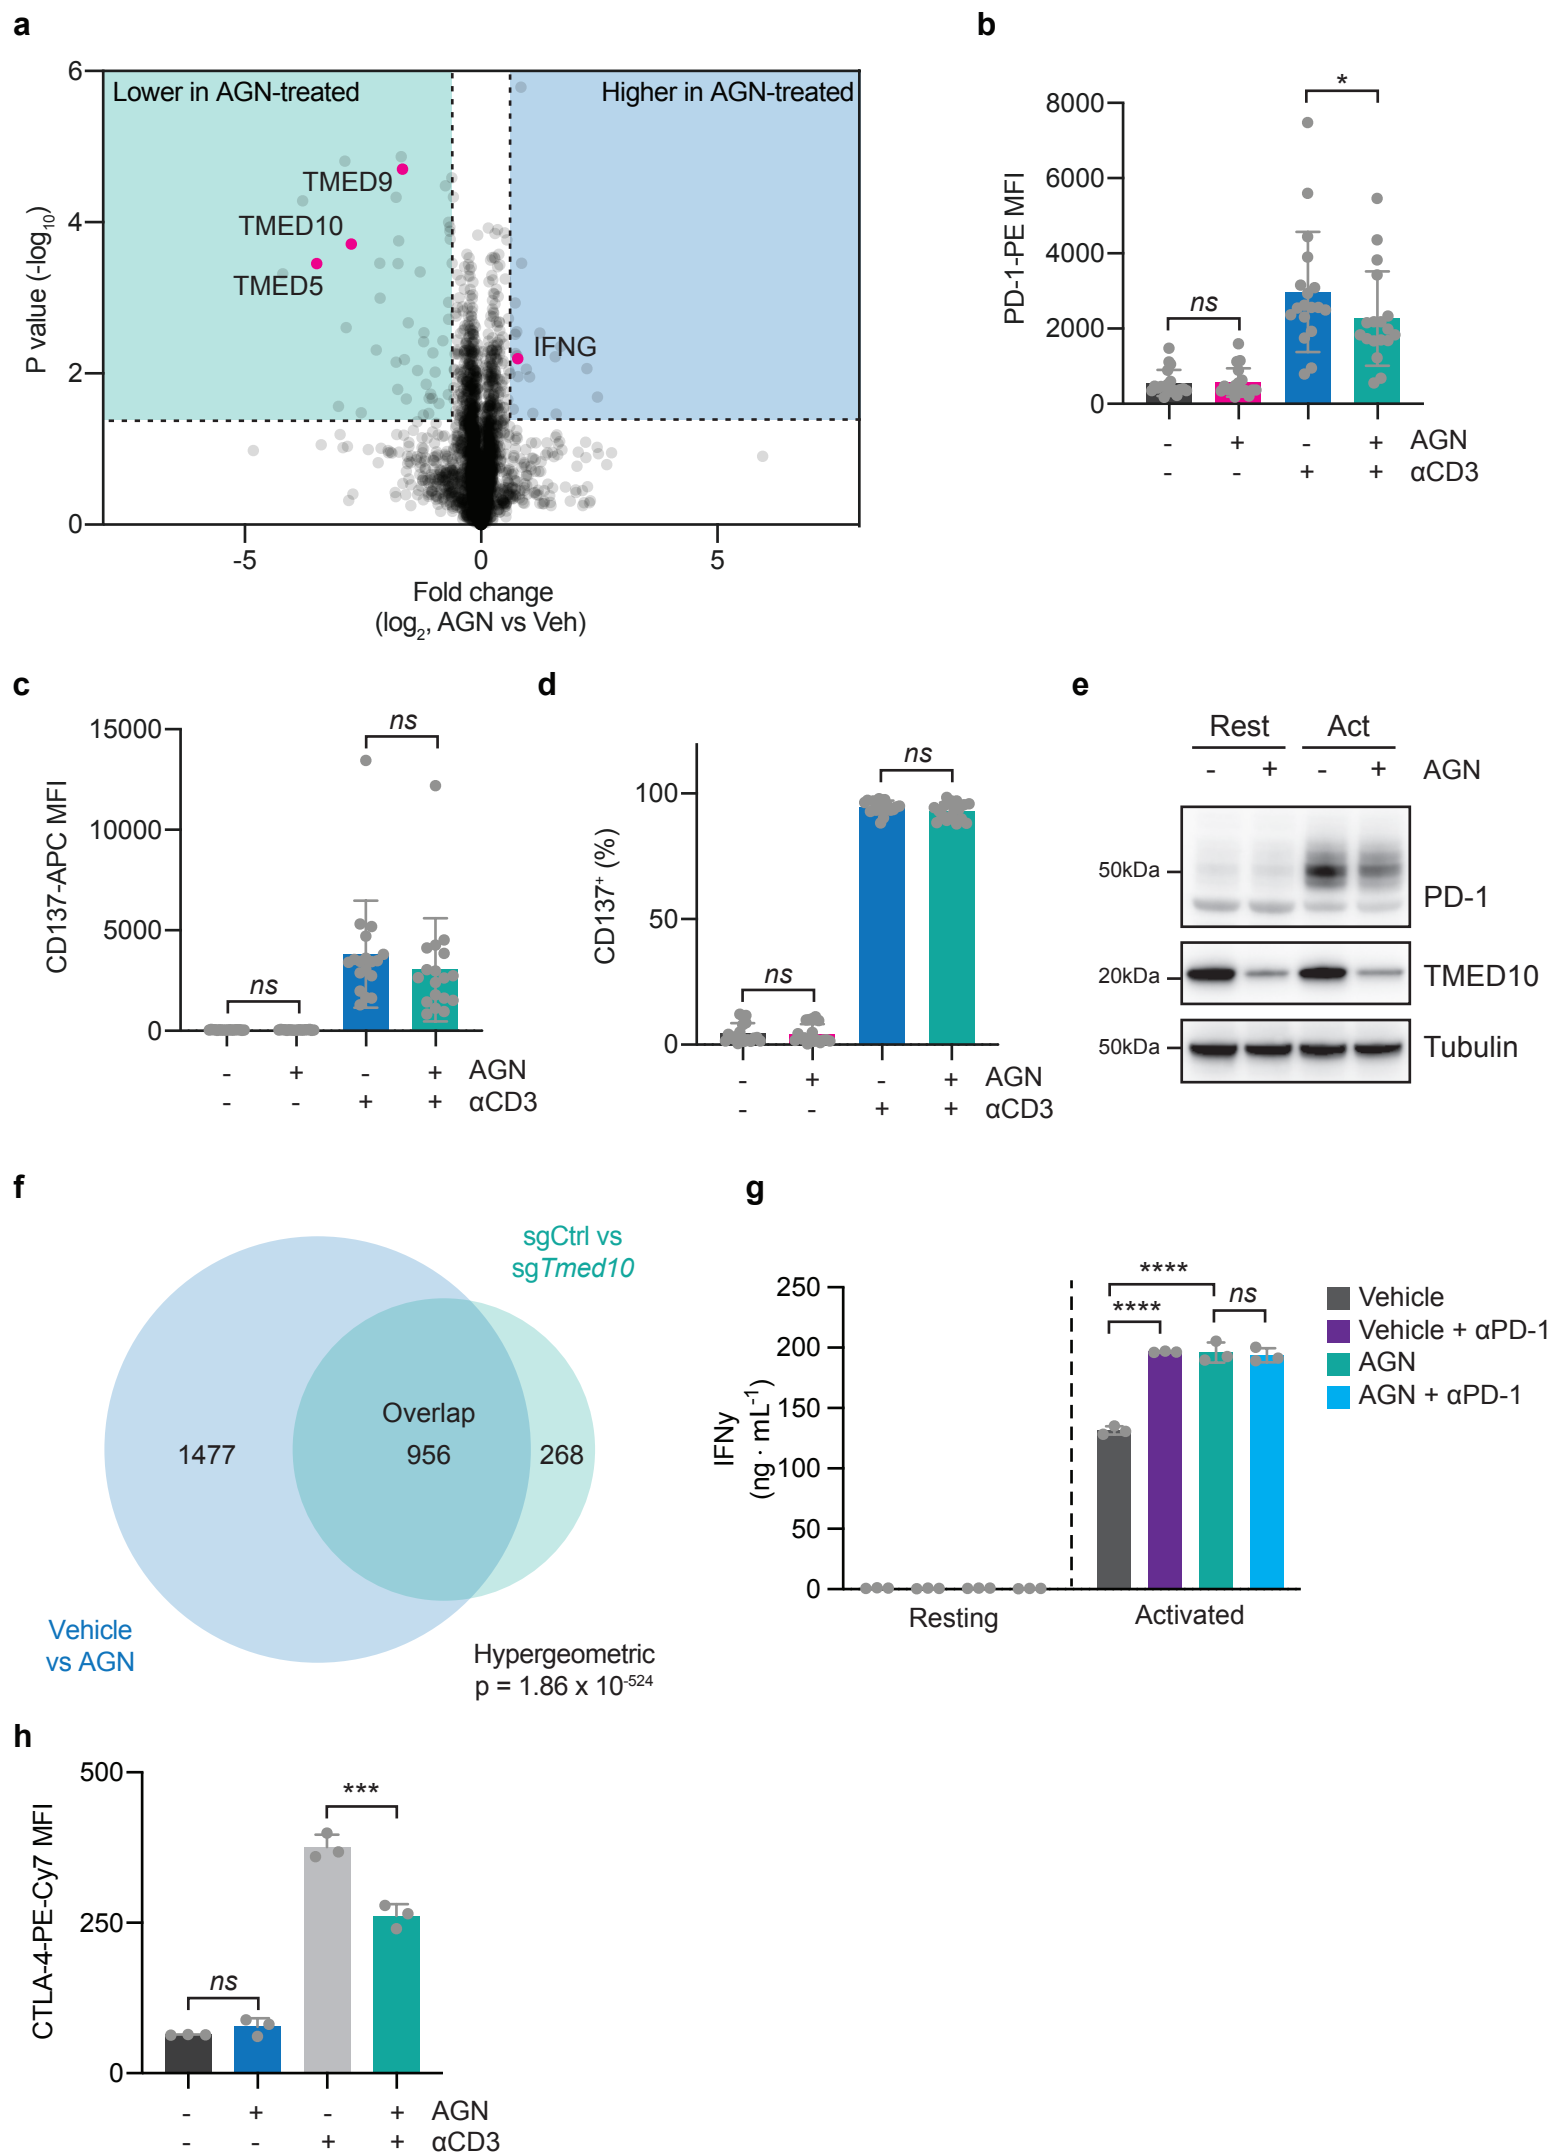

Supplementary Figure S4

Supplementary Figure S4. AGN192403 phenocopies Tmed10 KO in murine and human CD8 T cells.

- a. Proteomic differences between OT-I/Cas9 CD8 T cells treated with vehicle or AGN192403 (AGN, 100 $\mu$ M) after activation with anti-CD3 antibody for 24h as measured by mass spectrometry. The data is based on three independent spleens for each treatment. Statistical analysis was performed by a Student's t test.
- b. Quantification of PD-1-PE abundance by flow cytometry of resting and activated human CD8 T cells in the presence or absence of AGN192403 (AGN; 100 $\mu$ M). Each datapoint indicates data obtained with CD8 T cells from independent donors. Error bars denote SD. Statistical analysis was performed with a Friedman test, followed by a Dunn's post-hoc analysis.
- c. As in b, but for CD137-APC abundance.
- d. As in b, but for percentage of CD137+ cells.
- e. Western blot analysis of PD-1 and TMED10 abundance in OT-I/Cas9 CD8 T cells, before or after activation with anti-CD3 antibody for 24h in the presence or absence of AGN192403 (AGN; 100  $\mu$ M). The size markings indicate the size of the closest molecular weight marker.
- f. Overlap of significantly differentially expressed genes between activated OT-I/Cas9 CD8 T cells carrying either a non-targeting control sgRNA or an sgRNA targeting Tmed10 (green) and activated OT-I/Cas9 CD8 T cells treated with vehicle or AGN192403 (AGN; 100 $\mu$ M; blue). Statistical p-value was determined by hypergeometric test.
- g. Cytokine release of IFN $\gamma$  as measured by cytometric bead array of vehicle- or AGN192403-treated OT-I/Cas9 CD8 T cells, after activation, or not, with CD3-antibody in the presence or absence of PD-1 antibody (10  $\mu$ g/mL). Each datapoint indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistical analysis was performed with a one-way ANOVA, followed by a Tukey post-hoc test.
- h. Quantification of flow cytometry measurements for the abundance of CTLA-4-PE-Cy7 in resting and activated OT-I/Cas9 CD8 T cells treated with, or not, AGN192403. Each datapoint indicates data obtained with CD8 T cells from an independent spleen. Error bars denote SD. Statistics were performed with a Student t test for each activation condition.

\* P < 0.05; \*\* P < 0.01; \*\*\* P < 0.001; \*\*\*\* P < 0.0001.

# Supplementary material for: TMED inhibition suppresses cell surface PD-1 expression and overcomes T cell dysfunction
**Source:** J Immunother Cancer. 2024 Nov 7;12(11):e010145. doi: 10.1136/jitc-2024-010145
**Supplement:** online supplemental figure 8

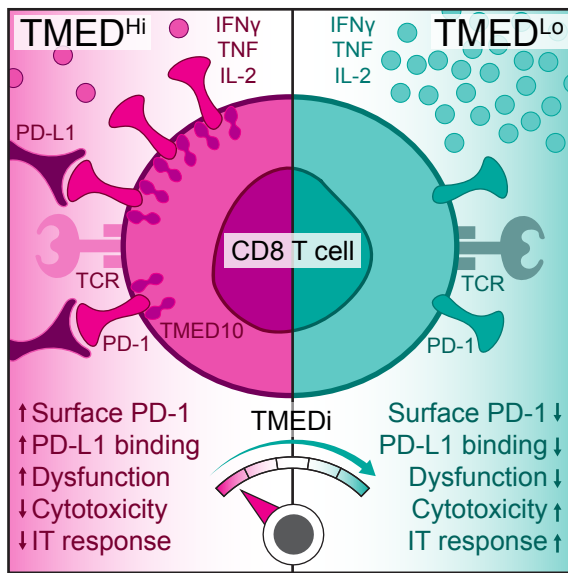

Supplementary Figure S8. TMED10 controls T cell (dys)function by regulating cell-surface PD-1 abundance. TCR, T cell receptor; IT, immunotherapy.

# Supplementary material for: TMED inhibition suppresses cell surface PD-1 expression and overcomes T cell dysfunction
**Source:** J Immunother Cancer. 2024 Nov 7;12(11):e010145. doi: 10.1136/jitc-2024-010145
**Supplement:** online supplemental figure 9

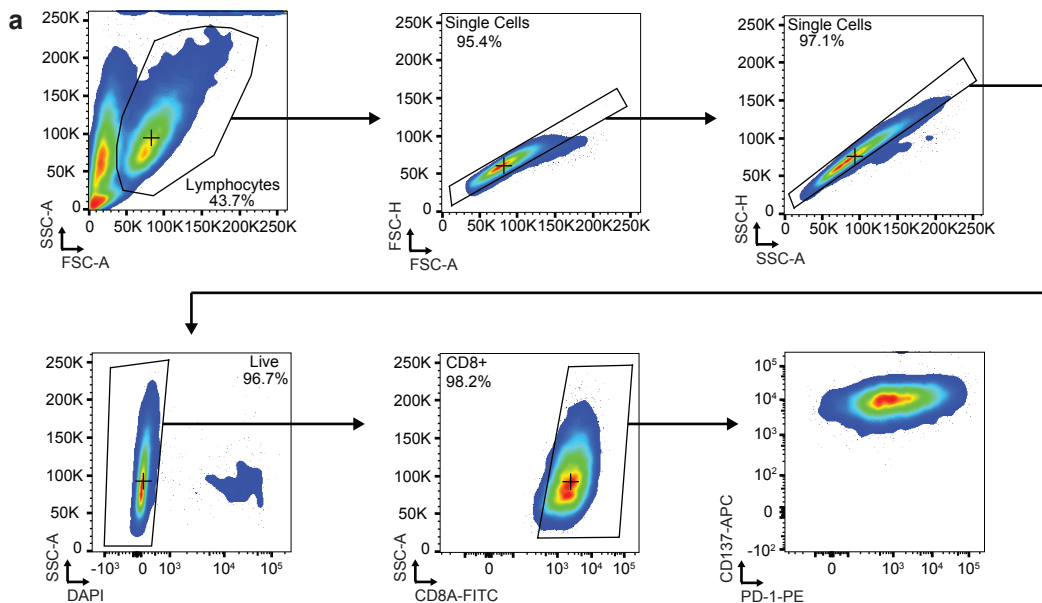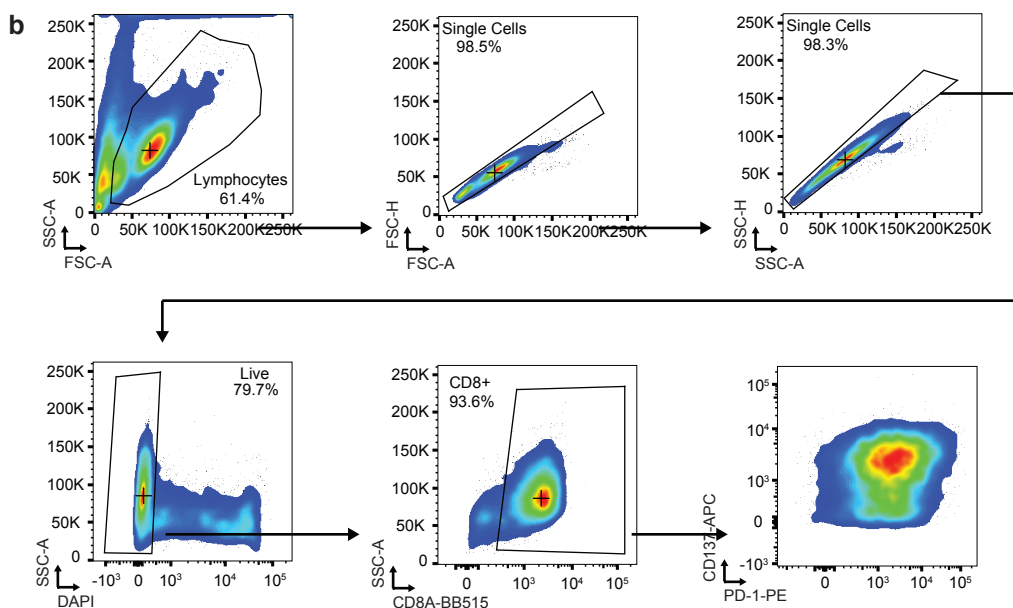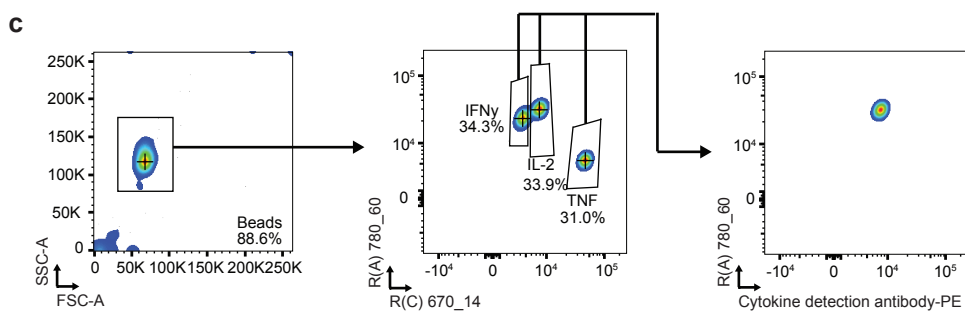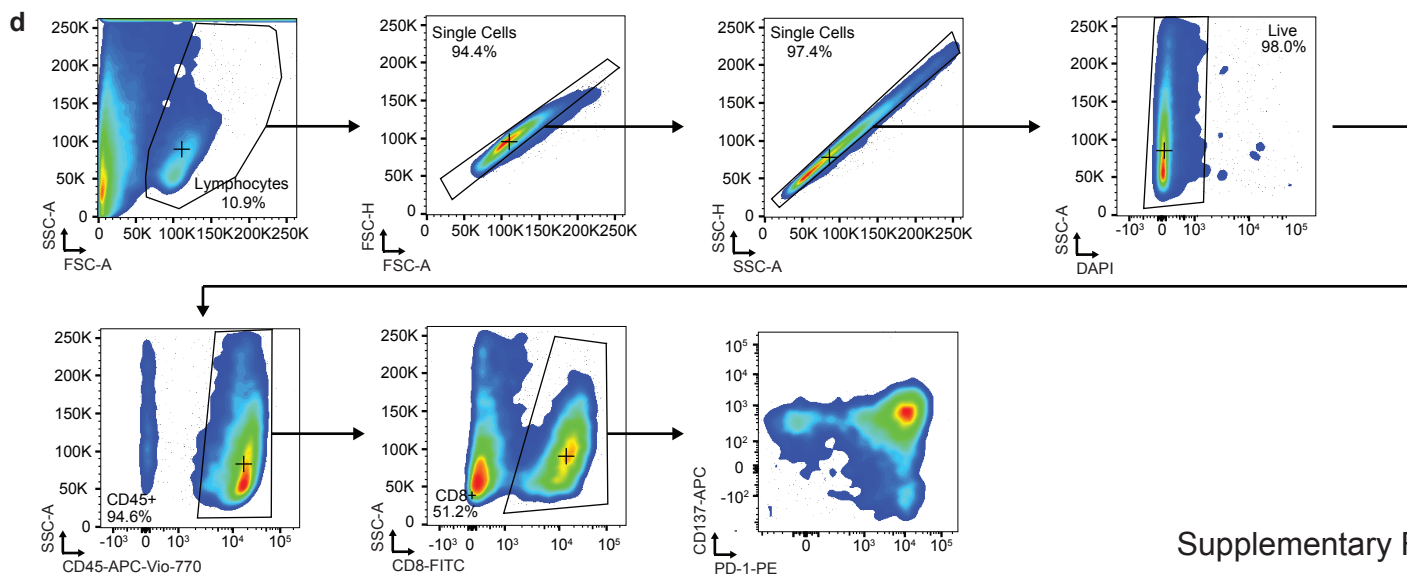

Supplementary Figure S9

Supplementary Figure S9. Gating strategy for FACS experiments.

- a. Gating strategy corresponding to Figures 1e-g, 2b, 2c, 3b-e, 4a, b and Extended Data Figures 1b-e, k-o, 3f, 4h and 5a-c.
- b. Gating strategy corresponding to Extended Data Figures 4b-d.
- c. Gating strategy corresponding to Figures 2g, 3j and Extended Data Figures 2l and 4g.
- d. Gating strategy corresponding to Figures 5b-d, 5h and Extended Data Figures 6a, 6b, and 7a-c.

# Supplementary material for: TMED inhibition suppresses cell surface PD-1 expression and overcomes T cell dysfunction
**Source:** J Immunother Cancer. 2024 Nov 7;12(11):e010145. doi: 10.1136/jitc-2024-010145
**Supplement:** online supplemental table 5

| Identifier                    | Sequence (5'-3')                                                                                                   |
|-------------------------------|--------------------------------------------------------------------------------------------------------------------|
| Sequencing primer, Brie_Fw    | AATGATACGGCGACCACCGAGAT<br>CTACACTCTTTCCCTACACGACGC<br>TCTTCCGATCTNNNNNNGGCTTTA<br>TATATCTTGTGGAAAGGACGAAAC<br>ACC |
| Sequencing primer, Brie_Rv    | CAAGCAGAAGACGGCATACGAGA<br>TCCGACTCGGTGCCATTTTCAA                                                                  |
| Non-targeting control sgRNA   | GTATTACTGATATTGGTGGG                                                                                               |
| <i>Pdcd1</i> sgRNA            | GCTCAAACCATTACAGAAGG                                                                                               |
| <i>Tmed2</i> sgRNA 1          | CCGCTCGAAGAAGCACTCCT                                                                                               |
| <i>Tmed2</i> sgRNA 2          | GGACAAGACATGGAGACAGA                                                                                               |
| <i>Tmed9</i> sgRNA 1          | GAAATACAGCGCGCTTCCGC                                                                                               |
| <i>Tmed9</i> sgRNA 2          | GTCATCGGTGCGGGGGCGCA                                                                                               |
| <i>Tmed10</i> sgRNA 1         | CTCTCGCAAGTGTCTCCGAG                                                                                               |
| <i>Tmed10</i> sgRNA 2         | AAACATGTCATAGTCTTCCG                                                                                               |
| qPCR primer, <i>Pdcd1</i> -Fw | TGGTCATTCACTTGGGCTGT                                                                                               |
| qPCR primer, <i>Pdcd1</i> -Rv | TGGGTAGAAGGTGAGGGACC                                                                                               |
| qPCR primer, <i>Actb1</i> -Rv | GGGGTGTTGAAGGTCTCAA                                                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

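RNA was measured in 22 mouse libraries: T cells with a control guide or a *Tmed10* guide before ACT (3 per guide), whole tumor digests (4 per guide) and CD8-enriched fractions of these tumors (4 per guide). The deposited values are whole-number counts per gene, with 38396 genes for each library. The authors aligned the reads with STAR 2.7.1a to GRCm38 and analysed the counts with DESeq2 1.24. The step that turned reads into counts is not stated by the authors. Gene positions are those deposited with the counts. Totals per library (lowest, median, highest) were 16192875, 16877645 and 17348714 counts for sgCtrl before ACT and 14047076, 15728858 and 15824174 for sg*Tmed10* before ACT. They were 12464814, 13056704.5 and 15193134 for sgCtrl digests and 10982462, 12063513 and 14523286 for sg*Tmed10* digests. In the CD8-enriched fractions they were 27606397, 31030202 and 33799724 for sgCtrl and 22426379, 26383499.5 and 42877194 for sg*Tmed10*. Between replicates, the spread per gene was 1.58 to 2022 times what counting alone gives.

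Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each fraction was fitted by itself. Genes with fewer than 10 counts in sum within the fraction were left out, libraries were scaled by TMM, and the guides were compared by the quasi-likelihood F test of edgeR, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene counts as changed at an adjusted p under 0.05. The same test compared CD8-enriched fractions with T cells before ACT within sgCtrl, and an interaction term asked whether the guide effect differs between these fractions. Levels are CPM as computed by edgeR after TMM scaling. For 27 repeated gene symbols, the entry with the most counts kept the symbol and the others were kept under their identifiers.

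Gene lists were written by hand before the counts were opened, apart from the exhaustion and dysfunction lists, which come from the paper's supplement. Of these, the Tirosh and melanoma lists were matched to mouse genes of the same symbol. Lists with at least 3 members with enough counts were tested, 29 before ACT and 31 in each tumor fraction. They are markers of T cells, melanocytes, macrophages and monocytes, neutrophils, dendritic cells, NK cells, B cells, fibroblasts and endothelium, and erythroid cells. Lists of T cell states are cytotoxic effector, inhibitory receptor, naive and memory-like, tissue residency, Haining terminal exhaustion, Tirosh dysfunction and melanoma dysfunction. Lists of processes are interferon-gamma, type I interferon, TNF and NF-kB, IL-2 and STAT5, cell cycle, endoplasmic reticulum stress, early coat and transport, TMED family, glycolysis, fatty acid oxidation, dissociation and immediate early genes, motif-bearing surface proteins, chemokines, chemokine receptors, and adhesion and egress. Members were counted when they passed over all genes and when adjusted over the list alone, and camera was run with a preset correlation of 0.01 on log2 CPM with a prior count of 2. Signature scores are the mean Z score of the members on log2(CPM + 1), compared by an exact two-sided permutation test, and the T cell lineage list was compared as a plain mean. Intervals of score differences are Welch intervals at 95%. A chemokine or receptor counts as expressed at a mean of 1 CPM or more.

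The genes named were chosen by a rule: every gene the paper names in this experiment, the 10 largest changes in each direction among changed genes without overlap between the guides and with a mean log2 CPM of at least 1, and up to 4 members with the smallest p of each list reported. In the tumor fractions 0 genes met the second part of the rule by edgeR, and list members are named there without a fold change. Replicate numbers were checked for pairing by correlating the residuals of genes with a mean of 5 CPM or more, with a limit of 0.1. Numbers do not pair the guides (correlations of the same number from −0.525 to 0.392), while digest and CD8-enriched fraction of one number come from the same mouse by design (0.0122 to 0.363). For sgCtrl before ACT with CD8-enriched fractions the same numbers gave 0.108 to 0.133, above the limit, while other numbers gave −0.197 to 0.192, and that comparison was fitted without a block, with a replicate block as an alternative. The fits were tested on simulated data made from these libraries, with 100 genes changed 2-fold and 100 changed 4-fold. For the 2-fold and 4-fold genes, edgeR recovered 94% and 100% before ACT, 1% and 62% in digests and 0% and 0% in CD8-enriched fractions, while DESeq2 recovered 92% and 99%, 37% and 87%, and 0% and 3%. False calls of edgeR were 15 of 209 before ACT and 3 of 66 in digests. Those of DESeq2 were 14 of 205, 55 of 179 and 92 of 95 in CD8-enriched fractions. A simulated list of 20 genes lowered 2-fold was called by camera before ACT and in digests, and not in CD8-enriched fractions (adjusted p = 0.346). Overlap of exons on the other strand was computed with GenomicRanges 1.54.1 on a GENCODE annotation of GRCm38 that holds 38254 of the genes.

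Alternatives tried were DESeq2, other size factors, no filter and another filter on low counts, a replicate block, one fit of all 22 libraries, scaling on the T cell lineage genes, the melanocyte mean as a covariate, other pseudocounts and CPM floors, other exhaustion lists, camera with an estimated correlation, fry, and leaving out each library in turn. The paper's lists of changed genes for single comparisons were not used here, and tumor volumes and flow cytometry were not analysed here.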

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

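The tests of exons on the other strand, of *Tmed10* RNA between fractions and libraries, and of other splits of the samples for the gene lists and for sgCtrl T cells were chosen only after the result was seen. Among 80 groups of 4 libraries, 4 held a library far from the other three by Dixon's ratio, and about 1 in 20 groups does so by chance. *Cxcl16* lay at 186 CPM in the digest of sgCtrl mouse 2, against 234.5 to 235 in the others. *Tmed10* lay at 319.8 CPM in the digest of sg*Tmed10* mouse 2, against 244 to 255. The IL-2 and STAT5 score of the digest of sg*Tmed10* mouse 4 was −1.52, against −0.01 to 0.15, and that digest also has a T cell lineage mean of 1.37 and 5.82% mitochondrial counts. The T cell lineage mean of the CD8-enriched fraction of sgCtrl mouse 4 was 7.76, against 8.16 to 8.23.

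The paper finds that genes of metabolism, immune cell function and protein transport, among others, separate WT and *Tmed10* KO cells activated in culture, while for T cells before ACT it names *Cxcr6*. In T cells before ACT, 13 glycolysis genes and 6 cytotoxic effector genes fell, and 7 genes of early coats and transport rose. Over all genes the real split of the libraries gave 215 changed genes and the highest of the other splits 0, and for lists called by camera 11 against 4; with 3 libraries per guide, the 10 splits, of which 1 is the real one, are too few for a share under 0.05.

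In the tumor fractions edgeR called 0 genes, a count that each split reaches, so chance is not excluded and these splits say nothing more about it. The digests gave 0 by edgeR (1192 at an unadjusted p under 0.05, 37 by DESeq2) and the highest other of 35 splits 0. The CD8-enriched fractions gave 0 by edgeR (1819 at an unadjusted p under 0.05, 10 by DESeq2) and the highest other split 1. For the difference of the guide effect between CD8-enriched fractions and T cells before ACT, 70 splits were run, with 0 genes by edgeR (818 at an unadjusted p under 0.05, 6 by DESeq2) and 0 in the highest other split. For lists called by camera, 16 of 35 splits of the digests reach the real count of 19, and the highest other split has 24, so chance is not excluded. In the CD8-enriched fractions 13 lists were called, against 12 in the highest other split. The real count is the highest of the 35 splits, a share under 0.05, which meets the limit set for this test after the result was seen. Its lead is 1 list, though, so chance is not taken as excluded here. With an estimated correlation or by fry, 0 lists were called there.

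Between CD8-enriched fractions and T cells before ACT within sgCtrl, 9607 of 20365 genes differ, a comparison that the paper does not discuss, and chance is excluded (highest other split 0). With replicate numbers as a block, in a fit that also leaves out CD8-enriched sgCtrl mouse 4, it is 10358. Some genes that all cells need, such as *Ilk*, are near 0 in the CD8-enriched libraries of either guide: *Ilk* lay at 126 CPM before ACT, 117 in sgCtrl digests and 0.0717 in sgCtrl CD8-enriched fractions. Of the genes with 50% or more of their exonic bases under exons of the other strand, 16.1% were lost between T cells before ACT and the CD8-enriched fraction (10 of 62), against 0.364% of genes with no such exons, and 0 of 63 were lost in the digests. Of the lost genes 27.0% have such exons, against 0.760% of all genes (exact two-sided Fisher p = 3.54e-13), which argues against a change of the cells in the tumor for this part. Assignment of reads without their strand in the CD8-enriched libraries could give this part, while 27 of the 37 lost genes are not covered in this way and stay open, including to a change of the cells in the tumor.

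*Tmed10* RNA was not lower in 3 of the 4 CD8-enriched libraries labelled sg*Tmed10*, and the library of mouse 2, at 1.35 CPM, lacks counts for most genes. As the only cause, a swap of single libraries is argued against, since the lowest sgCtrl library holds 0.931 of the mean of its group, far from the ratio of 0.505 before ACT. This reading takes *Tmed10* RNA to mark the guide in this fraction, so it does not exclude a swap beside another cause. A swap of all labels stays open by *Tmed10* RNA alone, since the sgCtrl mean is 0.670 of that of sg*Tmed10* mice 1 and 3 (leaving out the doubted mice 2 and 4), but T cell genes are lower in the libraries labelled sg*Tmed10*, which is how the paper's flow cytometry counts run. RNA of cells without the guide could raise *Tmed10*, since within the 4 sgCtrl mice the digest holds 0.68 ± 0.122 log2 units more *Tmed10* than the CD8-enriched fraction (mean ± SD, higher in 4 of 4). Each fraction was scaled by itself there, so the difference is not on a common scale. Whether such RNA is enough for the levels of mice 1 and 3 was not tested. T cells that kept *Tmed10*, or that lost the protein and not its RNA, were not tested and stay open beside RNA of other cells: the libraries of mice 1 and 3 hold 210.1 and 247 CPM, with T cell lineage means of 7.42 and 7.63 and fibroblast and endothelial means of 5.96 and 5.66 (3.03 to 4.91 in sgCtrl).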

How the results depend on the processing

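The alternatives were set before the data were examined, except 4 kinds chosen after seeing the data: leaving out both doubted CD8-enriched libraries (sg*Tmed10* 2 and 4), limma-voom with library weights, CPM from total counts, and tests of lists, cell types and single genes with libraries left out. Where a result moved, the cause was not tested unless a reason is given. Changed genes before ACT (215) were 1004 with no filter on low counts, 558 with a replicate block and 0 in one edgeR fit of all 22 libraries (53 at an unadjusted p under 0.05), and leaving out one library gave 57 (without sg*Tmed10* 2) to 1088 (without sg*Tmed10* 3). In digests (0 by edgeR) DESeq2 gave 37 and scaling on the T cell lineage genes 11018, which by construction raises other genes where T cell RNA is low. In CD8-enriched fractions (0 by edgeR) the counts were 10 by DESeq2, 16 with no filter, 2 with a replicate block, 131 in one fit of all libraries, 1186 with T cell scaling and 6 with library weights. Without both doubted libraries they were 0 by edgeR, 926 by DESeq2 and 33 with T cell scaling, and in data simulated for that setting 164 of 193 DESeq2 calls were false. The guide effect between CD8-enriched fractions and T cells before ACT (0 genes) gave 6 by DESeq2, 15 without both doubted libraries and 0 to 7 when leaving out one library (7 without CD8-enriched sg*Tmed10* 2). The 9607 genes within sgCtrl stayed between 7229 and 10415, but with T cell scaling their split moved from 5359 up and 4248 down to 3350 up and 6487 down.

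Of 12 receptors, T cell scaling called 2. Of 43 camera calls of lists, an estimated correlation left 0, in each fraction, and fry called 11, all before ACT, with 0 in digests and 0 in CD8-enriched fractions. *Cxcr6* kept its direction before ACT and in CD8-enriched fractions. In CD8-enriched fractions (−1.69) it ranged from −3.63 with a replicate block to −0.10 with T cell scaling and both doubted libraries left out, and from −2.54 to −1.19 when leaving out one library. Leaving out one library before ACT gave −0.21 (adjusted p = 0.0467 by edgeR, without sg*Tmed10* 3) to −0.12. The T cell lineage difference in digests ranged from −2.26 to −0.76 when leaving out one library, the interferon-gamma score from −1.20 to −0.50 and the IL-2 and STAT5 score from −0.77 to −0.46, with −0.65 (exact permutation p = 0.0286) on log2(CPM + 5). Bead enrichment, tested without pairing the fractions of a mouse (no replicate block), kept its 1.87 with an exact permutation p of 0.0727, since the spread between mice then counts. The exhaustion score reversed with T cell scaling, to 0.63 in CD8-enriched fractions (0.66 without both doubted libraries) and to 0.14 before ACT, and with the Tirosh list before ACT, to 0.0281. Leaving out one library gave −0.68 to −0.35 in CD8-enriched fractions and −0.47 to −0.23 before ACT, where CPM from total counts gave −0.21 (exact permutation p = 0.200). Its T cell scaling subtracts the T cell lineage mean, which is 2.57 log2 units lower in the CD8-enriched sg*Tmed10* fractions.

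For 93 named gene results, 989 of 1124 values under other settings kept direction and side of the threshold. Before ACT 101 lost the call and 21 gained it, and 2 gained it in the tumor: CD8-enriched *Cd3e* (−0.98, adjusted p = 0.0367) by DESeq2 without both doubted libraries, and digest *Tmed10* with T cell scaling (3.85). These reversed, each with an adjusted p above 0.05: before ACT *Tmed2* (−0.0201 without sg*Tmed10* 3, to 0.106 without sg*Tmed10* 1) and *Unc93b1* (0.0234 without sgCtrl 1 and 0.00939 without sgCtrl 3, to −0.103 without sgCtrl 2); in digests with T cell scaling *Tnfrsf9* (1.21), *Cxcr6* (0.15) and *Cxcl16* (1.86), and *Cxcl16* without sg*Tmed10* 4 (0.0642, to −0.65 without sg*Tmed10* 2) and with library weights (0.0753); in CD8-enriched fractions *Pdcd1* with T cell scaling (2.71) and *Tmed10* with the replicate block (−0.31) and without sg*Tmed10* 4 (−0.00236, to 0.686 without sg*Tmed10* 2). The number of libraries and their spread limit the CD8-enriched fractions, where simulated 4-fold changes were recovered in 0 of 100 genes by edgeR, also without both doubted libraries.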

Differences from the paper's values

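For T cells before ACT, the paper's mean Z score of the terminal exhaustion signature is about −0.05 for sgCtrl and about 0.05 for sg*Tmed10* in Fig. 5d, read by eye. Here it is 0.20 for sgCtrl and −0.20 for sg*Tmed10*. Of 14 alternatives set before the data were examined, 2 fall within the paper's values: T cell scaling (−0.07 and 0.07) and the Tirosh dysfunction list (−0.01 and 0.01). The other 12 do not, among them log2(CPM + 0.5), log2(CPM + 5), CPM from DESeq2 size factors, only genes with a mean of at least 1 CPM, the melanoma dysfunction list, and leaving out each of the 6 libraries.

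The paper calls *Cxcr6* the differentially expressed receptor of its CD8-enriched fractions. Here its edgeR adjusted p is 0.925 (log2 fold change −1.69), and it was not called under any setting that was run. Settings that called other receptors are T cell scaling (*Ccr1* and *Ackr3*) and, adjusted over the receptors alone, the melanocyte covariate (*Ccr8*, *Cxcr5* and *Cx3cr1*). T cell scaling by construction raises genes of other cells where T cell RNA is low, so its calls say nothing against the paper's receptor. The paper also calls *Cxcr6* deregulated before ACT, where the log2 fold change here is −0.18 with an edgeR adjusted p of 0.132. It passes adjusted over the 8 receptors alone (0.0280) and, over all genes, without sg*Tmed10* replicate 3 (0.0467).

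In the tumor, the paper reports a lower exhaustion signature in sg*Tmed10* cells. The direction here is the same (−0.53, 95% interval −1.42 to 0.35, exact permutation p = 0.200), and no setting gave a lower score with an exact permutation p under 0.05. CPM from DESeq2 size factors gave −0.49 and CPM from total counts, chosen after seeing the values, −0.68, each with an exact permutation p of 0.0571. The paper used a Student's t-test.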

Other observations

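The tests on the members of the exhaustion signature were chosen only after the result was seen. In sgCtrl mice, CD8-enriched fractions of tumors and T cells before ACT differ in 9607 genes (5359 up, 4248 down; with T cell scaling 3350 up and 6487 down). The libraries also differ in 18S ribosomal RNA, 5.86% to 21.3% of counts against 0.261% to 0.324%, so the changes below mix tissue, other cells and any difference in how the libraries were prepared or counted. *Pdcd1* rose from 20.8 to 1309 CPM, a log2 fold change of 6.30 (standard error 0.193, edgeR adjusted p = 1.11e-06), and 9 of 12 inhibitory receptor genes rose with 0 down (10 up adjusted over the list alone). Cytotoxic effector genes gave 12 of 18 up and 3 down, type I interferon genes 18 of 20 up and 1 down, and TNF and NF-kB genes 17 of 19 up and 1 down. Cell cycle genes fell in 16 of 20 with 1 up, glycolysis genes in 7 of 16 with 1 up, and IL-2 and STAT5 genes in 10 of 18 with 6 up. T cell lineage genes rose in 14 of 19 and fell in 2. Other cells came with the fraction: *Lyz2*, a macrophage gene, rose from 0 to 1661 CPM, the complement gene *C1qb* from 0 to 527 CPM, 15 of 16 macrophage and monocyte genes rose, and so did 14 of 14 fibroblast and endothelial genes. *Ccr4*, a chemokine receptor, fell from 55.3 to 0.00815 CPM, and *Il24* from 47.9 to 0.120 CPM.

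Single genes with the largest changes between the guides before ACT include *Aldh1l2* (log2 fold change 1.36, standard error 0.239, edgeR adjusted p = 0.0118), an enzyme of mitochondrial folate metabolism, and *Slc7a11* (1.26), the cystine transporter. *Arfgef3* (0.86) rose too. *Kmt2d* (0.97), a histone methyltransferase, passed but lost its call by DESeq2, with another filter and without any one library except sg*Tmed10* 3 (0.68 to 1.26). *Aldh1l2* lost its call without sgCtrl 1, sg*Tmed10* 1 or sg*Tmed10* 2 (1.16 to 1.33), and DESeq2 gave no adjusted p for *Aldh1l2*, *Slc7a11*, *Mgarp* and *Vldlr*. *Vldlr* lost its call without sg*Tmed10* 2, *Tnfrsf18* without sgCtrl 3 or sg*Tmed10* 2, and one edgeR fit of all 22 libraries called 0 genes (53 at an unadjusted p under 0.05). *Ankrd37* (−1.01), *Mgarp* (−0.98) and *Vldlr* (−0.95) fell beside the granzyme genes *Gzme* (−1.03) and *Gzmd*. *Tcf7* (0.36), a transcription factor of naive and memory T cells, rose, and 1 of 14 naive and memory-like genes passed (7 up and 1 down adjusted over the list alone, camera adjusted p = 0.0554). Of 18 IL-2 and STAT5 genes 3 fell, among them *Pim2* (−0.34) and *Tnfrsf18* (−0.29), with 4 adjusted over the list alone (camera adjusted p = 0.0140, adjusted p = 0.625 with an estimated correlation). Cell cycle genes had 0 of 20 past the edgeR test, 9 down adjusted over the list alone and a camera adjusted p of 1.43e-05 (adjusted p = 0.434 with an estimated correlation). *Tnfrsf9* fell from 609 to 488 CPM (−0.32). Other TMED genes kept near their levels, with *Tmed2* at 0.03 and *Tmed9* at 0.13, and 1 of 9 family members, *Tmed10* itself, fell.

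The other lists before ACT gave these counts. Motif-bearing surface proteins had 2 of 5 down, *Ctla4* and *Cxcr4* (3 down adjusted over the list alone, camera adjusted p = 0.00834, adjusted p = 0.306 with an estimated correlation). Melanoma dysfunction genes had 6 of 28 down and 1 up, and Tirosh genes 3 of 93 up and 1 down. Tissue residency genes had 1 of 14 up and 2 down, adhesion and egress genes 1 of 14 up and 1 down, dissociation and immediate early genes 1 of 16 up and 2 down, and chemokine receptors 1 of 12 down. Endoplasmic reticulum stress had 1 of 20 down (*Calr*, not called without sgCtrl 3 or sg*Tmed10* 2) and fatty acid oxidation 0 of 16, with camera adjusted p of 0.534 and 0.224. Interferon-gamma genes had 1 of 28 down (8 adjusted over the list alone, camera adjusted p = 0.00155, adjusted p = 0.306 with an estimated correlation), inhibitory receptors 3 of 12 down (5 adjusted over the list alone, camera adjusted p = 0.00371, adjusted p = 0.324 with an estimated correlation) and T cell lineage genes 1 of 19 down (*Cd2*, not called without sgCtrl 3, sg*Tmed10* 1 or sg*Tmed10* 2). By edgeR 0 genes passed in the type I interferon, TNF and NF-kB, chemokine, macrophage, neutrophil, dendritic, NK, B and fibroblast lists.

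In digests camera called 19 of 31 lists and edgeR 0 genes in any of them. The exhaustion signature had a median log2 fold change of −0.47 (camera adjusted p = 3.64e-16) and endoplasmic reticulum stress genes one of 0.25 (camera adjusted p = 0.00790), each with an adjusted p = 0.580 with an estimated correlation. Erythroid genes had a median log2 fold change of 1.40 (camera adjusted p = 1.32e-04, adjusted p = 0.580 with an estimated correlation), macrophage genes −0.18 (camera adjusted p = 0.0159, adjusted p = 0.768) and B cell genes −0.05 (camera adjusted p = 0.381). The digest medians of melanocyte (0.56), neutrophil (0.22), cell cycle (0.23), type I interferon (0.11) and chemokine genes (0.08) were positive while camera pointed down, with adjusted p of 0.146, 0.807, 0.332, 0.488 and 0.488.

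In CD8-enriched fractions, fibroblast and endothelial genes had a median log2 fold change of 3.26 with 2 up adjusted over the list alone, and TNF and NF-kB genes 0.89 with 1 up. Each had a camera adjusted p of 3.07e-05, and 0.686 and 0.0553 with an estimated correlation. Type I interferon genes were higher in 20 of 20 (camera adjusted p = 0.00564, adjusted p = 0.686 with an estimated correlation). Without both doubted libraries, a choice made after seeing the data, the fibroblast and endothelial list had 9 up adjusted over the list alone and the inhibitory receptor list a camera adjusted p of 0.0155 (adjusted p = 0.536 with an estimated correlation).

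The lower exhaustion score of the CD8-enriched sg*Tmed10* fractions was weighed against a lower share of T cells in them. T cell lineage genes differed by −2.57 (exact permutation p = 0.0286), the direction this explanation needs, but by −0.61 without mice 2 and 4, and the library of mouse 2 lacks counts for most genes while it holds 1703 CPM of *Cd8a*. Relative to them the exhaustion score did not level out, as had been predicted for this explanation, but was 0.63 higher (exact permutation p = 0.0286), and a difference with such a p had been set as evidence against it. That condition named no direction and took all members for T cell genes, while members that bead isolation enriches in 2 sgCtrl mice, measured against the 2 other sgCtrl mice, had a median log2 ratio that differed from that of the other members by −0.61 (mean of 6 choices, −0.68 to −0.44; mean −0.48 without mice 2 and 4; at most 0.25 between the 2 other mice), so genes of other tumor cells may hold the score up and the scaled score decides nothing. A lower share of T cells and a change of the T cells themselves stay open, with lists of other cells moving by −1.13 (NK cell) to 1.56 (fibroblast and endothelial) and SDs of up to 2.69 between sg*Tmed10* libraries.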
